# Molecular Link between Leaf Coloration and Gene Expression of Flavonoid and Carotenoid Biosynthesis in *Camellia sinensis* Cultivar ‘Huangjinya’

**DOI:** 10.3389/fpls.2017.00803

**Published:** 2017-05-24

**Authors:** Lubin Song, Qingping Ma, Zhongwei Zou, Kang Sun, Yuantao Yao, Jihan Tao, Najeeb A. Kaleri, Xinghui Li

**Keywords:** *Camellia sinensis* cv. Huangjinya, color changes, transcriptome, flavonoid biosynthesis, carotenoid biosynthesis

## Abstract

‘Huangjinya’ is an excellent albino tea germplasm cultivated in China because of its bright color and high amino acid content. It is light sensitive, with yellow leaves under intense light while green leaves under weak light. As well, the flavonoid and carotenoid levels increased after moderate shading treatment. However, the mechanism underlying this interesting phenomenon remains unclear. In this study, the transcriptome of ‘Huangjinya’ plants exposed to sunlight and shade were analyzed by high-throughput sequencing followed by *de novo* assembly. Shading ‘Huangjinya’ made its leaf color turn green. *De novo* assembly showed that the transcriptome of ‘Huangjinya’ leaves comprises of 127,253 unigenes, with an average length of 914 nt. Among the 81,128 functionally annotated unigenes, 207 differentially expressed genes were identified, including 110 up-regulated and 97 down-regulated genes under moderate shading compared to full light. Gene ontology (GO) indicated that the differentially expressed genes are mainly involved in protein and ion binding and oxidoreductase activity. Antioxidation-related pathways, including flavonoid and carotenoid biosynthesis, were highly enriched in these functions. Shading inhibited the expression of flavonoid biosynthesis-associated genes and induced carotenoid biosynthesis-related genes. This would suggest that decreased flavonoid biosynthetic gene expression coincides with increased flavonoids (e.g., catechin) content upon moderate shading, while carotenoid levels and biosynthetic gene expression are positively correlated in ‘Huangjinya.’ In conclusion, the leaf color changes in ‘Huangjinya’ are largely determined by the combined effects of flavonoid and carotenoid biosynthesis.

## Introduction

The tea plant [*Camellia sinensis* (L.) O. Kuntze] is an evergreen tree that is widely distributed in tropical and subtropical regions in the world. Tea is one of the most popular non-alcoholic beverages, and leaf color is an important indicator of tea quality (Taylor et al., 1992; Ravichandran, 2002). Catechins is a class of flavonoids and significantly correlated with chlorophyll content in tea (Wei et al., 2011). The catechins level is also affected by environmental factors especially light (Mariya et al., 2003; Premkumar et al., 2008).

Different environmental factors produce many variations in the leaf color of tea plant germplasms. However, some albino tea cultivars, such as the light-sensitive ‘Huangjinya,’ have exceptional qualities and a good taste (Li et al., 2016). Compared to normal green tea cultivars, the lower catechin levels of ‘Huangjinya’ make the tea taste less bitter (Feng et al., 2014). ‘Huangjinya’ has a different pigment composition than general tea cultivars: it has yellow leaves under intense light but green leaves under shade. However, the mechanism underlying the color changes in ‘Huangjinya’ is unclear.

Plant carotenoids are a family of pigments ranging in color from yellow to red that are involved in light harvesting and are indispensable for photoprotection against excess light. Carotenoids are synthesized in plastids such as chromoplasts and chloroplasts by various enzymes. Li et al. (2016) found that ‘Huangjinya’ leaves had higher amino acid and caffeine levels and lower polyphenol levels than tea cultivars with green leaves. They also suggested that 2-C-methyl-D-erythritol-4-phosphate (MEP) and carotenoid and chlorophyll metabolism-associated genes may contribute to the color changes in ‘Huangjinya.’ Nevertheless, whether the expression of these genes is the primary factor in color changes is still unclear.

It has also been reported that flavonoids participate in ultraviolet (UV) light-absorption (Xie et al., 2012), antioxidation and salinity stress tolerance (Agati et al., 2012; Ismail et al., 2015). The major flavonoids in tea plants are catechins, which are an important class of flavanols. Compared to green tea cultivars, ‘Huangjinya’ contains significant lower level of polyphenols or catechins (Feng et al., 2014; Li et al., 2016). In tea leaves, catechins is the main component of tea polyphenols. After moderate shading, the polyphenols content in ‘Huangjinya’ increased but remained less than that in green cultivars (Li et al., 2016). Catechins have been associated with antioxidant activity in plants (Škerget et al., 2005; Nakabayashi et al., 2014). However, the role flavonoid biosynthesis during the leaf color changes in ‘Huangjinya’ is unclear.

In the present study, we moderately shaded ‘Huangjinya’ plants for 10 days and the tea leaves turned from yellow to green colors. We therefore compared the phenotypes and *de novo* transcriptomes of ‘Huangjinya’ leaves grown in sunlight and in the shade to elucidate the mechanisms underlying the leaf color changes in ‘Huangjinya.’ We have also focused on the role of carotenoid and flavonoid biosynthesis played on the process of color changes in ‘Huangjinya.’

## Materials and Methods

### Plant Materials

Two-year-old tea plants growing well (*Camellia sinensis* cv. Huangjinya) in the experimental field of the Tea Institute of Shandong Academy of Agricultural Sciences in Tai’an, China (N36°11′, E117°10′, 153 m above sea level) were used in this experiment. One group of tea plants was shaded by a single layer shade net which reduced light intensity by about 45%, and another group of tea plants grown in the same field without the shade net was used as the control. The experiment was performed in late April with mean temperature of 26°C (day) and 13°C (night). After 10 days, at least 10 tender leaves at the third position from the top of both groups were harvested and frozen quickly in liquid nitrogen. Three biological repeats from different plants were performed for each group. These frozen leaves were stored at -80°C for further analysis.

### Measurement of Chlorophyll Content

The levels of chlorophyll and carotenoids, which are the major pigments influencing leaf color, were measured. Briefly, 100 mg of fresh tea leaves was ground by using a disposable pestle and then were extracted with 15 ml of 95% ethanol and incubated in the dark for 30 min. The extracts were filtered and analyzed with a UV-5800PC spectrophotometer (Metash, China). The absorbance at the following wavelengths was recorded: 665 nm for chlorophyll a, 649 nm for chlorophyll b, and 470 nm for total carotenoids. Total chlorophyll (Chl mg/g), carotenoid content and the Chl a/b ratio were calculated according to the method of Welburn and Lichtenthaler (1984).

### RNA Preparation and Sequencing

Total RNA was extracted using TRIzol (Vazyme Biotech, Nanjing, China). Briefly, 0.1 g tea leaves was ground in 1.5 ml Trizol by homogenizer (Scientz Biotech, Ningbo, China) and centrifuged for 5 min, 1/5 volume chloroform was added in the supernatant followed by centrifugation for 15 min. Thereafter, the equal volume isopropanol was added in supernatant for precipitating RNA. Finally, the precipitation was washed by 75% ethanol for three times and dissolved in 100 μl diethylpyrocarbonate treated water. RNA integrity and concentration was detected by 1.2% agarose gel electrophoresis and Agilent 2100 Bioanalyzer. cDNA libraries were obtained using the VAHTS^TM^ Stranded mRNA-seq Library Prep Kit for Illumina^®^ by Vazyme Biotech and were then sequenced using the Illumina HiSeq 4000 platform by Vazyme Biotech. All the samples were sequenced on the same lane.

### *De Novo* Assembly

The raw data were filtered by removing the adapter sequences, low-quality reads (the rate of reads which quality value ≤ 10 is more than 20%) and the reads with unknown nucleotides larger than 5%, and clean reads were produced for further analysis. *De novo* transcriptome assembly was carried out using the Trinity program as described previously (Grabherr et al., 2011). The assembled unigenes were analyzed with the TGI Clustering Tool (TGICL) (Pertea et al., 2003) to remove redundant sequences and then clustered with the Phrap assembler^1^ to obtain distinct sequences. The fragments per kb per million fragments (FPKM) method was used to calculate the expression of unigenes (Audic and Claverie, 1997). The differentially expressed genes (DEGs) were screened by R software using DESeq package (Anders and Huber, 2010). False Discovery Rate (FDR) ≤ 0.001 and |log2Ratio|≥ 1 was considered as the threshold of the differential expression.

### Annotation and CD Prediction

The GO classifications of unigenes were analyzed by Blast2Go software with default parameters (Conesa et al., 2005). To understand the categorization of gene functions of the tea leaves, Web Gene Ontology Annotation Plot (WEGO) software (Ye et al., 2006) was used to conduct GO functional classification thereafter. All of the unigenes were aligned to the Non-redundant protein sequences (NR), Swiss-Prot, Kyoto Encyclopedia of Genes and Genomes (KEGG), and Cluster of Orthologous Groups of proteins (COG) databases using Blastx, and nucleotide sequences database (NT) using Blastn with *e*-values < 1.0e^-5^.

For predicting coding regions (CDs), NR, Swiss-Prot, KEGG, COG were blasted in order with *e*-value < 1.0e^-5^. Unigenes that could not be aligned to any database were further scanned with ESTScan (Iseli et al., 1999).

### Sequence Alignment and Phylogenetic Tree Construction

In order to understand the structure of a novel flavonoid-related gene *senescence-related gene 1* (*SRG1*, CL6306.Contig1), the protein sequences of SRG1 and flavonol synthase (FLS) from different plants were aligned by CLUSTALW online^2^ with the default parameters and the phylogenetic tree was constructed by Mega 7.0 using the Neighbor-Joining method with 1000 bootstrap replications (Kumar et al., 2016). The evolutionary distances were computed using the Poisson correction method. The phylogenetic tree was rooted with the outgroup of flavanone-3-hydroxylase (F3H) protein sequences from *Arabidopsis thaliana, Chrysanthemum* × *morifolium, C. sinensis*, and *Vitis rotundifolia*. The motifs of the SRG1 sequences were predicted by Multiple Em for Motif Elicitation (MEME) Version 4.11.2 online^3^.

### Quantitative Real-Time PCR Analysis

A total of 1 μg of extracted total RNA was used to synthesize first-strand cDNA with the RevertAid^TM^ First Strand cDNA Synthesis Kit (Fermentas, Canada) as described in the manual. QRT-PCR analysis was performed in a 25 μl volume containing 9.5 μl ddH_2_O, 1 μl primers, 2 μl cDNA, and 12.5 μl SYBR Premix EX Taq (Takara, Japan). The qRT-PCR primers were listed in **Table 1** and Supplementary Table S1. The *GAPDH* (GenBank: GE651107) of tea plant was used as the reference gene. The primers are F: TTGGCATCGTTGAGGGTCT and R: CAGTGGGAACACGGAAAGC. The following procedure was used on a CFX96 Real-Time PCR Detection System (BioRad, USA): 95°C for 30 s, followed by 40 cycles of 95°C for 5 s and 60°C for 30 s. Relative expression was calculated with the 2^-ΔΔC_t_^ method (Livak and Schmittgen, 2001). The statistical analysis was performed using Excel 2010 and SigmaPlot 13.0 (Systat Software, Canada). Student *t*-test was used to evaluate the difference between two samples and *P* < 0.05 was considered significant statistically. Each of the two samples has three biological replicates.

**Table 1:** The annotation of and primers for the genes verified by qRT-PCR.

GO term	Gene ID	Gene annotation	Forward primer (5′-3′)	Reverse primer (5′-3′)	Log2 Ratio
Protein binding	CL3897.Contig4	Heat shock protein 90 (HSP90)	GCGAGAATCTTGGTAGGGGTAC	CTTCCTCATCCTCATCATCAG	3.56
	Unigene52222	HSP90-2	CAAGCAAGAAGACCATGGAGAT	TCCTCGTTAGCCTCCTCTTCC	2.86
Ion binding	Unigene46400	Rubredoxin-like superfamily protein (RLS)	TCTATCATCTCCCACCACCG	CCACAAACAGGACAGAAGTAGC	–1.48
	Unigene29199	Inositol-pentakisphosphate 2-kinase-like (IPK)	ACTCTATTGTCCTTGACCCG	TACCAAACATCGCATCTCTG	–1.99
	Unigene21794	Probable BOI-related E3 ubiquitin-protein ligase (BOI)	TGATGGACGATGCTCAGTC	CGACGACCCACAAACAGTAC	1.54
Oxidoreductase activity	Unigene2456	Luminal-binding protein 5 (LBP)	TGATGACCAAGTTGATTCCTAGG	CCTTGTCTTCAGCCTTCACAT	1.82
	Unigene16685	Gibberellin 2-beta-dioxygenase 8 (G2D8)	TCTACATCGACTGGTAACCTG	GCATCATATCACCGAGGAGAAG	–1.68
	Unigene39616	Hsp70-2	CAACATGAGGAATACAGTCAAG	GCAGTAGGAACATCATCGTCAT	2.14
	Unigene40387	Hsp70-15	TGAATGTGGGCAAGCTGAAG	GCTCCAGCATTCTCGTTAGG	1.59
	CL4428.Contig1	Receptor-like protein kinase HAIKU2-like (RPKH)	GTCTTTAGGCTCGTGTGTTTC	CACCGACAAATGCTTCAATC	1.76
	CL6306.Contig1	Senescence-related gene 1 (SRG1)	TTGTTTGAAGAAGGGATGCAG	GGCTTCAGAGAGGGGTTTAAC	3.48
	CL6544.Contig1	Cytochrome P450 85A	CATGACCACCCTGATGTTCTTC	CGGGTTGAAGGTTAATGGGTTAG	2.49
	CL819.Contig2	Linoleate 13S-lipoxygenase 2-1 (LO)	TGATGGTCTTGTTCTCTGGGATG	GAGTGGTGACCGGAGGCTAC	2.05
	CL8169.Contig1	Flavonol synthase (FLS)	GCATGAGGTCAAGGAGGCTGT	GACAATCAGGGCATTAGGGATG	–2.02
	Unigene28864	Flavonoid-3′-hydroxylase (F3’H)	TCGAATGGCATCTGACAGTTG	GCCTGCACCAAATGGTATGAC	–1.88

## Results

### Phenotypic Changes in the Tea Plants after Shading

‘Huangjinya’ (Y) showed a significantly lighter leaf color and lower chlorophyll content than ‘Longjingchangye’ (LJ), a tea cultivar with green leaves (**Figure 1**).

**FIGURE 1:**
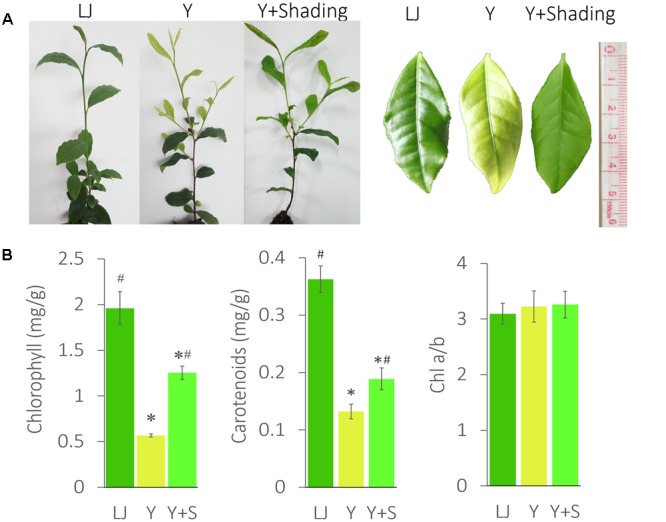
**The phenotype and pigment changes in ‘Huangjinya.’ (A)** The leaf color changes of ‘Huangjinya’ after shading. **(B)** The changes in chlorophyll and carotenoid content. LJ is the green tea cultivar ‘Longjingchangye,’ Y is ‘Huangjinya’ without shading, and Y+S is ‘Huangjinya’ with shading. ^∗^ indicates a significant difference compared to LJ (*P* < 0.05); ^#^ indicates a significant difference (*P* < 0.05) compared to Y. The data are presented as the mean ± standard deviation (*n* = 10).

The shaded ‘Huangjinya’ leaves (Y+Shading, Y+S) turned green within 7 days and were analyzed after 10 days. Chlorophyll content in shaded leaves clearly increased but was still lower than that in LJ plants. The carotenoid content changed in a manner similar to that observed for chlorophyll. Nevertheless, no significant difference was found in Chl a/b among the tea plants, indicating consistent photosynthetic performance in these tea plants.

### *De Novo* Assembly

In order to explain the mechanism of color changes of ‘Huangjinya,’ the transcriptomes of ‘Huangjinya’ during sunlight and shading treatment were compared. 

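‘Huangjinya’ is a tea cultivar whose young leaves are yellow in full light and green in weak light. Leaf RNA from plants grown in sunlight gave 3 libraries (Y1, Y2 and Y3), and leaf RNA from plants kept for 10 days under a net that lowered the light by 45% gave 3 more (Y+S1, Y+S2 and Y+S3), each library from different plants. The authors removed adapters and low-quality reads, assembled the clean reads of all libraries into a common set of unigenes with Trinity, TGICL and Phrap, and deposited the number of fragments that aligned uniquely to each unigene in each library. They also deposited the FPKM, which differed from a value recomputed from the counts and unigene lengths by no more than the rounding of the last digit. A fragment that matches several contigs of a cluster is not among the unique fragments, so the values of contigs with near-identical sequence are less certain than those of single unigenes. Of the clean read pairs of Table 2, 60.9% were counted in Y1, 58.9% in Y2, 58.3% in Y3, 58.3% in Y+S1, 57.4% in Y+S2 and 61.8% in Y+S3. A count of 0 allows up to 3 counts, which is 0.160 CPM in Y+S1, the deepest library, and 0.299 CPM in Y3, the shallowest, both before TMM scaling, and this covers counting error only. Differences between shading and sunlight were tested on the counts with edgeR’s quasi-likelihood test after TMM scaling, and p-values were adjusted by the Benjamini-Hochberg method. The paper left Y1 and Y+S3 out of its search for DEGs because they deviated in the PCA, so each test was made first over Y2, Y3, Y+S1 and Y+S2 and then over all 6 libraries.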

A total of 32.5 billion nt of raw data were generated from Illumina HiSeq 4000 sequencing. All of the samples were high quality, with a minimum Q20 of 94.65% (**Table 2**). *De novo* assembly revealed 127,253 unigenes with a total length of 116.3 million nt, an average length of 914 nt and an N50 of 1,510 nt (**Table 3**). 

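The table of unigenes held 127253 sequences, from 200 to 12750 nt long, with a total of 116296242 nt. Their mean length was 914 nt, their median length 563 nt and their N50 1510 nt. The names of 47390 unigenes carried a cluster number, and these contigs belonged to 13800 clusters, the largest with 128 contigs. The other 79863 were single unigenes. When each cluster was counted once by its longest contig, 93663 sequences remained and the N50 was 1289 nt, the alternative that moved it most. A mean FPKM of at least 1 over the 6 libraries was reached by 74470 unigenes (58.5%), which had a median length of 676 nt, against 370 nt for the rest.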

The length distribution of all of the unigenes was shown in **Figure 2A**. 

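Unigenes under 300 nt numbered 32712 (25.7% of all), and 4269 (3.35%) had 3000 nt or more. Between these ends, 25952 unigenes had 300 to 500 nt, 27784 had 500 to 1000 nt, 26744 had 1000 to 2000 nt and 9792 had 2000 to 3000 nt. A database hit was given for 30.0% of the unigenes under 300 nt and for 99.8% of those of 3000 nt or more. The libraries differed in how their counts were spread over these lengths. Unigenes of 3000 nt or more took 5.54% of the counts in Y1 and 4.77% in Y+S3, but 6.78% in Y2, 7.60% in Y3, 9.27% in Y+S1 and 9.41% in Y+S2. Weighted by counts, the mean unigene length was 1341 nt in Y1 and 1376 nt in Y+S3, against 1508 to 1675 nt in the other 4 libraries.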

The assembly unigenes and expression data have been submitted to Gene expression Omnibus^4^ with accession number GSE97659.

**Table 2:** Quality assessment of the raw data.

Samples	Accession No.	Total raw reads	Total clean reads	Total clean nucleotides (nt)	Q20 (%)	*N* (%)	GC Content (%)
Y+S1	SRR5075641	78,123,142	64,311,466	8,038,933,250	96.22	0.01	45.72
Y+S2	SRR5075642	59,027,752	47,616,458	5,952,057,250	96.50	0.01	45.25
Y+S3	SRR5075643	44,890,354	36,234,136	4,529,267,000	94.65	0.01	45.75
Y1	SRR5074626	50,220,132	40,990,016	5,123,752,000	96.34	0.01	45.22
Y2	SRR5075639	44,323,668	36,635,114	4,579,389,250	94.64	0.01	45.57
Y3	SRR5075640	42,309,104	34,359,304	4,294,913,000	96.28	0.01	45.18

*Y+S1-3 and Y1-3 are three replicates of tea plants with and without shading, respectively.*

**Table 3:** Quality of the assembled unigenes.

Sample	Total number	Total length (nt)	Mean length (nt)	N50	Total consensus sequences	Distinct clusters	Distinct singletons
Y+S1	123,322	82,510,322	669	1306	123,322	38,578	84,744
Y+S2	125,145	78,428,448	627	1190	125,145	36,340	88,805
Y+S3	85,683	44,032,332	514	815	85,683	20,660	65,023
Y1	88,744	44,937,977	506	795	88,744	24,619	64,125
Y2	93,928	55,303,430	589	1046	93,928	28,192	65,736
Y3	102,455	61,791,465	603	1100	102,455	31,002	71,453
All	127,253	116,296,242	914	1510	127,253	47,390	79,863

*Y+S1-3 and Y1-3 are three replicates of tea plants with and without shading, respectively.*

**FIGURE 2:**
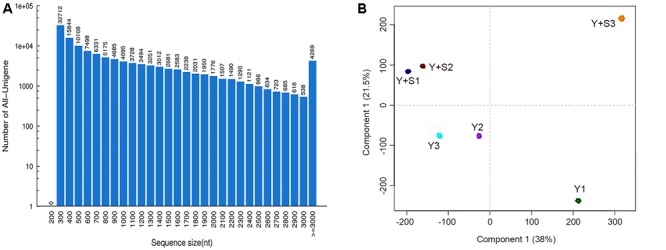
**The sequence sizes of all the unigenes (A)** and the correlation analysis of the samples **(B)**. Y+S1-3 and Y1-3 are three replicates of tea plants with and without shading, respectively.

Principal component analysis (PCA) revealed that Y+S3 in the shaded group (with correlation coefficients of 0.71 and 0.51 compared to Y+S1 and Y+S2, respectively) and Y1 in the control group (with correlation coefficients of 0.86 and 0.85 compared to Y2 and Y3, respectively) deviated from the other two replicates (**Figure 2B**). Therefore, these two samples were removed when predicting DEGs. 

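Over the FPKM of the 127253 unigenes, the Pearson correlation of Y+S3 was 0.716 with Y+S1 and 0.842 with Y+S2. That of Y1 was 0.928 with Y2 and 0.922 with Y3. The squares of these correlations are 0.512, 0.709, 0.861 and 0.851. They are correlations across genes, which are not independent replicates, so no p-value is attached to them. Of the alternatives, the Spearman correlation moved the lowest value most, to 0.508 between Y+S1 and Y+S3. A PCA was made on log2(FPKM + 0.5) of the 74470 unigenes with a mean FPKM of at least 1. Its PC1 held 45.5% of the variance and set Y+S3, with a score of 259, apart from the other libraries, of which Y1 came next with 94.5 and the others lay from -132 in Y+S1 to -30.5 in Y2. PC2 held 28.3% and placed every sunlight library below 0 (-199 in Y1, -49.7 in Y2 and -28.5 in Y3) and every shaded library above 0 (61.3 in Y+S1, 95.3 in Y+S2 and 120.4 in Y+S3).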

The high correlation coefficients of 0.89 (Y+S1 vs. Y+S2) and 0.99 (Y2 vs. Y3) indicated that other two samples in each group could be integrated in the search for DEGs.

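The correlation was 0.936 between Y+S1 and Y+S2 and 0.995 between Y2 and Y3, with squares of 0.875 and 0.989. By FPKM, Y+S1 had higher correlations with Y2 (0.966) and Y3 (0.973) than with Y+S2, though lower than that of Y2 with Y3. This order changed with the setting. On log2(FPKM + 0.5) the correlation of Y+S1 was 0.876 with Y+S2, against 0.853 with Y2 and 0.865 with Y3, and by Spearman it was 0.769, against 0.736 and 0.767. Without the 10 unigenes of highest mean FPKM it was 0.890, against 0.861 and 0.888, while Y+S2 had 0.897 with Y3, and Y2 had 0.979 with Y3.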

### Functional Annotation of the Tea Leaf Transcriptome

We obtained 81,128 annotated genes for functional annotation analysis, including 74,923, 66,959, 48,987, 45,566, 29,478, and 55,711 unigenes annotated by the NR, NT, Swiss-Prot, KEGG, COG, and GO databases, respectively. 

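In the table, 74923 unigenes had an NR hit (58.9% of all), 66959 an NT hit, 48987 a Swiss-Prot hit, 45566 a KEGG hit and 29478 a COG hit, and 55694 had at least 1 GO term. At least 1 of these annotations was present for 81128 unigenes (63.8%). The annotated unigenes had a median length of 961 nt, against 301 nt for the others, and took 96.1% of all counts. Among unigenes with a mean FPKM of at least 1, 51439 were annotated (69.1%), which is the alternative that moved the number most. With each cluster counted once it was 52213.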

As shown in **Figure 3**, most of the predicted genes were mapped to “general function prediction only,” “transcription” and “replication, recombination, and repair” in the COG functional classification analysis. NR classification analysis showed that tea transcriptome had the highest similarity to that of *Vitis vinifera* (43.5%). 

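The best NR hit named a species for 74785 unigenes, and 695 species occurred. Vitis vinifera was the best-hit species of 32393 unigenes (43.2% of those with an NR hit), followed by Prunus persica with 9.05%, Solanum lycopersicum with 8.47%, Ricinus communis with 7.26% and Populus trichocarpa with 6.62%. With each cluster counted once, the share of V. vinifera was 39.3%. The ranking follows which genomes the database held as well as similarity, and only 808 unigenes (1.08%) had a best hit in Camellia sinensis itself. These 808 took 9.60% of all counts and the V. vinifera hits took 37.2%.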

GO classification revealed that more than half biological processes gathered 10% unigenes. GO cellular component classification indicated that cell part, membrane and organelle enriched the most unigenes in “Huangjinya.” In addition, most of the unigenes were found to act on binding and catalytic activity from the GO function analysis.

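A cellular component term was given for 43847 unigenes. The terms were grouped by words in their names, because the table lists single terms and not the classes of the WEGO plot. A term for the nucleus, a plastid, a mitochondrion or another organelle was carried by 30292 unigenes (69.1% of those with a component term), a membrane term by 17545 (40.0%) and a cytoplasm or cytosol term by 11975 (27.3%). The most frequent single terms were nucleus, with 11508 unigenes, and plasma membrane, with 8201.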

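Of the 42034 unigenes with a molecular function term, 26452 (62.9%) had a term that named binding and 27536 (65.5%) had a term for an enzymatic or other activity apart from transporters, receptors, regulators and transcription factors. Transporter activity was listed for 2354 unigenes (5.60%). ATP binding was the most frequent single term, with 7080 unigenes, and protein binding came next with 2793.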

**FIGURE 3:**
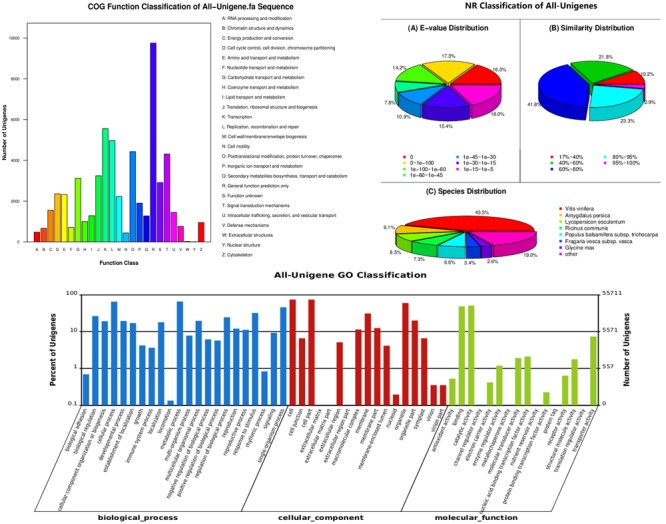
**Functional annotation and classification of all the unigenes identified in the tea plant, as determined by the Cluster of Orthologous Groups (COG), Non-redundant (NR), and gene ontology (GO) databases**.

For protein CD prediction analysis, a total of 81,573 proteins were identified, including 75,070 CDs from the protein databases by blastx and 6,503 predicted CDs from ESTScan analysis.

### Gene Ontology and KEGG Analyses of Differentially Expressed Genes

A total of 207 DEGs, including 110 up-regulated and 97 down-regulated genes, were identified in the tea transcriptome after shading (Supplementary Table S2). 

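In the 4 libraries used by the paper, 64282 unigenes passed edgeR’s filter on low counts and the biological coefficient of variation was 0.282. At the threshold of the paper, an adjusted p of 0.001 with a log2 fold change of at least 1 in size, edgeR’s quasi-likelihood test called 0 unigenes, and the smallest adjusted p was 0.0130. At an adjusted p of 0.05, 34 unigenes were called (29 up and 5 down), of which 33 are in Table S2, while DESeq2 called 1017 (463 up and 554 down) and the test without the filter 954 (537 up and 417 down). In the quasi-likelihood test 9594 unigenes had an unadjusted p below 0.05. Of the alternatives, edgeR’s likelihood ratio test, chosen after this result was seen, gave the largest number at the paper’s threshold, 455, and DESeq2 gave 249 (157 up and 92 down), of which 143 are in Table S2. Over all 6 libraries, 59301 unigenes were tested, the coefficient of variation was 0.513, and the quasi-likelihood test again called 0 unigenes, with 4782 at an unadjusted p below 0.05.
For the 207 DEGs of Table S2 the log2 fold changes fitted over the 4 libraries had a correlation of 0.963 with the paper’s Log2Ratio across genes, which are not independent replicates. The same sign in all 207 is no test, since the DEGs were chosen from these libraries. The left-out libraries played no part in the choice of these DEGs. Between Y1 and Y+S3 the log2 difference in FPKM + 0.5 had the paper’s sign for 194 of the 207 (93.7%), with 103 of the 110 up-regulated and 91 of the 97 down-regulated DEGs. It had the opposite sign for 9 and was 0 for 4. Each condition has 1 library in this comparison, so it has no replicate check. Among 10000 random lists of 207 unigenes matched on mean expression, the number with that sign was between 78 and 131, with a median of 102. The median difference was 1.64 for the up-regulated and -1.81 for the down-regulated DEGs, smaller than the 2.46 and -2.06 of the 4 libraries in which they were found. Over all 6 libraries the normalized counts of shaded and sunlight plants did not overlap for 165 of the 207 (79.7%), against 8274 of the 59301 unigenes tested and the 10% that chance gives for 3 libraries against 3. That share is not independent evidence, because 4 of the 6 libraries were used to choose the DEGs.
The paper draws on the GO and KEGG classes of the DEGs, on qRT-PCR, on its measured pigment contents and on published polyphenol contents. It reasons that sunlight would act on flavonoid and carotenoid biosynthesis through the genes of these pathways and that shading could undo this. It concludes that the changes in leaf color depend largely on the pathways together.

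**Figure D1:**
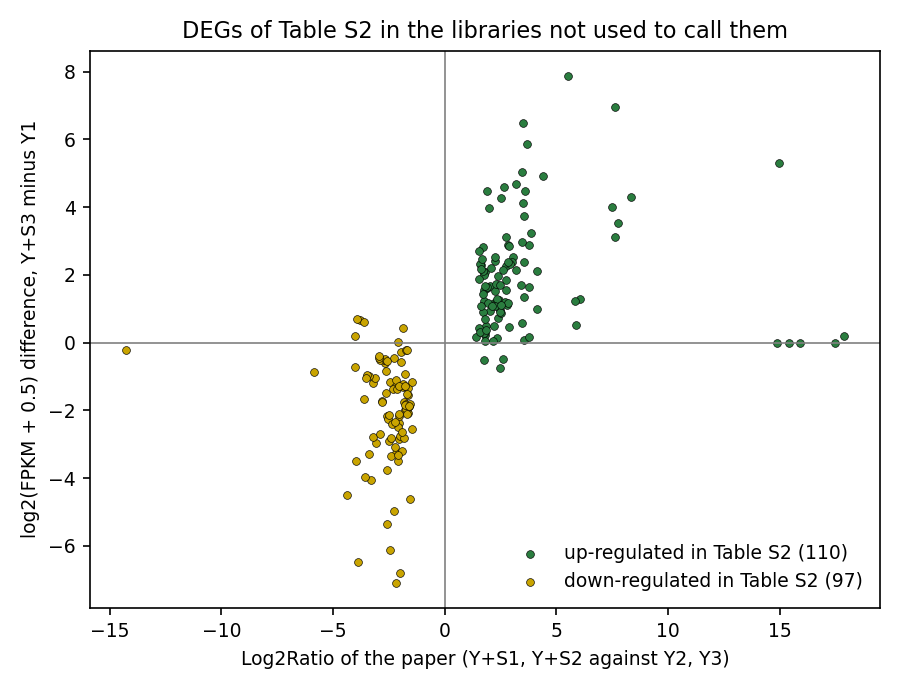
Each point is a DEG of Table S2, with the paper’s Log2Ratio on the x axis and the log2 difference of FPKM + 0.5 between Y+S3 and Y1 on the y axis, up-regulated DEGs in green and down-regulated DEGs in yellow. Of the 207 points, 103 green and 91 yellow ones lie on the same side of 0 on both axes.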

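A biological process term was given for 127 of the 207 DEGs of Table S2. A term for the response to a stimulus was carried by 78 of them (61.4%), against 31.4% of the annotated unigenes with a mean FPKM of at least 1. Against that background the adjusted p was 1.3e-11 (one-sided hypergeometric test, adjusted over the 14 groups of terms examined). A term with metabolic, biosynthetic or catabolic process in its name was carried by 41 DEGs (32.3%), no larger a share than the 40.5% of the background (adjusted p = 0.973). Oxidation-reduction process was listed for 29 DEGs (22.8%), 24 up-regulated and 5 down-regulated, against 8.76% of the background (adjusted p = 9.8e-06, same hypergeometric test). Table 1 places LBP, Hsp70-2 and Hsp70-15 under oxidoreductase activity, and 15 DEGs carried the function term 2-alkenal reductase activity. The overlap of this group with the heat shock DEGs was not counted, so it may not be a separate theme. Response to heat was listed for 29 DEGs, 27 of them up-regulated, and for 1.54% of the background (adjusted p = 1.2e-24). Contigs of a cluster are counted singly in these numbers and are not independent of each other.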

As shown in **Figure 4**, GO analysis indicated that most of the DEGs were involved in the cellular process, metabolic process and response to stimulus. 

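Of the 102 DEGs with a cellular component term, 59 (57.8%) had a membrane term, against 40.6% of the expressed unigenes (adjusted p = 0.000729, from the same hypergeometric test). Organelle terms were held by 66 DEGs (64.7%) and by 68.7% of the background (adjusted p = 0.900). The terms extracellular region or apoplast were held by 25 DEGs, 22 up-regulated and 3 down-regulated, and by 7.10% of the background (adjusted p = 1.6e-07). Cell wall, as a single term, was listed for 24 DEGs.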

GO cellular component analysis revealed the cell part, membrane and organelle enriched the most DEGs. 

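A molecular function term was available for 111 of the DEGs. Binding of any kind was named for 82 of them (73.9%), against 62.1% of the expressed unigenes (hypergeometric adjusted p = 0.0126). ATP binding accounted for 39, of which 32 were up-regulated (adjusted p = 8.2e-07), and ion binding for 31 (adjusted p = 0.0145). Oxidoreductase, oxygenase or dehydrogenase activity was named for 21 DEGs, 13 up-regulated and 8 down-regulated, a share of 18.9% against 8.59% (adjusted p = 0.00207). The share with any enzymatic or other activity, 67.6%, was close to that of the background (adjusted p = 0.399).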

Meanwhile, GO function analysis showed that the DEGs contributed to binding and catalytic activity (oxidoreductase activity).

**FIGURE 4:**
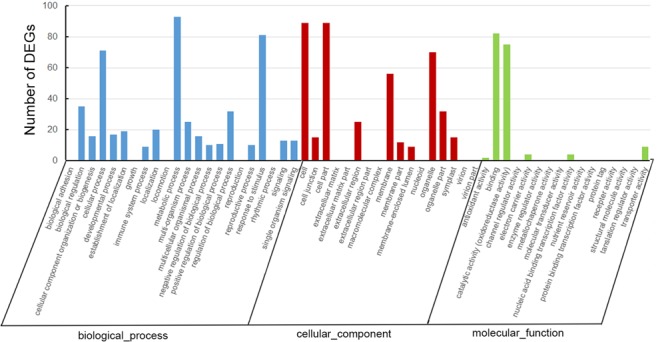
**Gene ontology analysis of differentially expressed genes (DEGs) in ‘Huangjinya’ after shading treatment**.

Kyoto Encyclopedia of Genes and Genomes enrichment analysis showed that these genes were involved in various metabolic pathways in tea plants (**Figure 5**). Most of the DEGs were enriched in protein processing (25.69%) and metabolism (30.28%). 

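A KEGG ortholog (KO) was assigned to 109 of the 207 DEGs, and 60 different KOs occurred. KOs were tested in place of pathways, because the table gives no pathway for a KO. The background was the 32013 unigenes with a KO that passed the filter of the 4 libraries, with 3156 KOs. At an adjusted p of 0.05 (one-sided hypergeometric test), 9 KOs were over-represented. The chaperones that fold and process proteins came first, with 14 of the 40 unigenes of the heat shock 70 kDa protein (adjusted p = 8.0e-22) and 8 of the 24 unigenes of HSP90 (adjusted p = 1.5e-11). The number was 24 when adjusted over the KOs with a DEG, the rule of the original design, 3 when each cluster was counted once, and 2 for the 34 unigenes called at an adjusted p of 0.05 in place of Table S2.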

Flavonoid biosynthesis and linoleic acid metabolism pathways showed the highest enrichment factors. In addition, few DEGs were enriched in the photosynthesis pathway. 

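For flavonoid biosynthesis, the KO of flavonol synthase held 3 DEGs among its 18 background unigenes, 48.9 times the share expected from the background (adjusted p = 0.0159) and that of flavonoid 3'-hydroxylase 2 among 4, 147 times that share (adjusted p = 0.0271), both from the hypergeometric test over all KOs. With each cluster counted once, their adjusted p-values were 0.624 and 0.0739. The alternatives ranged from 0.000302 to 0.624 for the former and from 0.000515 to 0.0739 for the latter. The lower ends come from adjusting over the KOs with a DEG only, and the call of the latter held under no other alternative. For linoleic acid metabolism, the KO of lipoxygenase held 2 DEGs among 20, 29.4 times the share expected from the background (adjusted p = 0.602, and 0.0114 to 0.651 across the alternatives, with the lower end from adjusting over the KOs with a DEG), including the linoleate 13S-lipoxygenase CL819.Contig2.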

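The annotation named 99 unigenes as chlorophyll a/b binding, light harvesting or photosystem proteins, and 0 of these are in Table S2. The 0 holds for these words only. Table S2 does include a cytochrome b559 subunit alpha (CL3079.Contig1, Log2Ratio -1.47) and a chloroplastic ferredoxin-3-like protein (CL10665.Contig1, -2.18), which the words did not match. In the 4 libraries, 69 of the 99 unigenes were tested. Their median log2 fold change was 0.01, with 35 higher and 34 lower under shading, and under DESeq2’s size factors the median was -0.02. Over all 6 libraries, 65 were tested and the median was -0.18, with 27 higher and 38 lower, and from -0.22 to -0.16 under the other scalings. In the 4 libraries, none of the 69 had an adjusted p of 0.05 or less in edgeR’s quasi-likelihood test, and 10 had an unadjusted p below 0.05. The 99 unigenes took 4.21%, 3.57% and 3.54% of the counts in Y1, Y2 and Y3, and 4.63%, 2.57% and 2.72% in Y+S1, Y+S2 and Y+S3.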

Considering flavonoid-richness of tea and the color of ‘Huangjinya,’ we paid more attention to the metabolic pathways especially flavonoid and carotenoid biosynthesis. Besides *FLS* (CL8169.Contig2), another 2-oxoglutarate-dependent dioxygenase gene (SRG1, CL6306.Contig1) was differentially expressed and placed into the KEGG category flavonoid biosynthesis. Both SRG1 and FLS proteins contained two specific domains of DIOX_N and 2OG-FeII_Oxy which were conserved in 2OG-Fe(II) oxygenase superfamily (**Figure 6** and Supplementary Figure S1). 

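SRG1 (CL6306.Contig1, 1421 nt) had 19 counts in Y2 and 55 in Y3, against 691 in Y+S1 and 629 in Y+S2. Its log2 fold change over these 4 libraries was 3.49 (standard error 0.44, adjusted p = 0.0675 from edgeR’s quasi-likelihood test). The libraries that the paper left out had 4 counts (Y1) and 1014 counts (Y+S3). Over all 6, its normalized CPM were 2.25 ± 2.17 (SD, n = 3) in sunlight and 67.9 ± 56.7 (SD, n = 3) under shading, and the log2 fold change was 4.90. The FLS contig CL8169.Contig2 (481 nt) went the other way, with a log2 fold change of -1.79 (standard error 0.36, adjusted p = 0.150). Its normalized CPM were 31.4 ± 9.32 (SD, n = 3) in sunlight and 7.11 ± 2.52 (SD, n = 3) under shading. It shares its cluster with CL8169.Contig1, so fragments of the common sequence may be missing from both counts. DESeq2 called SRG1 at the paper’s threshold but not this contig.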

The phylogenetic tree showed that SRG1 proteins were classified into the same cluster, but deviated from all the FLS proteins, indicating that the SRG1 protein in tea plant is separate from FLS (**Figure 7**). Therefore, we suggest that SRG1 and FLS are different proteins but paralogs.

**FIGURE 5:**
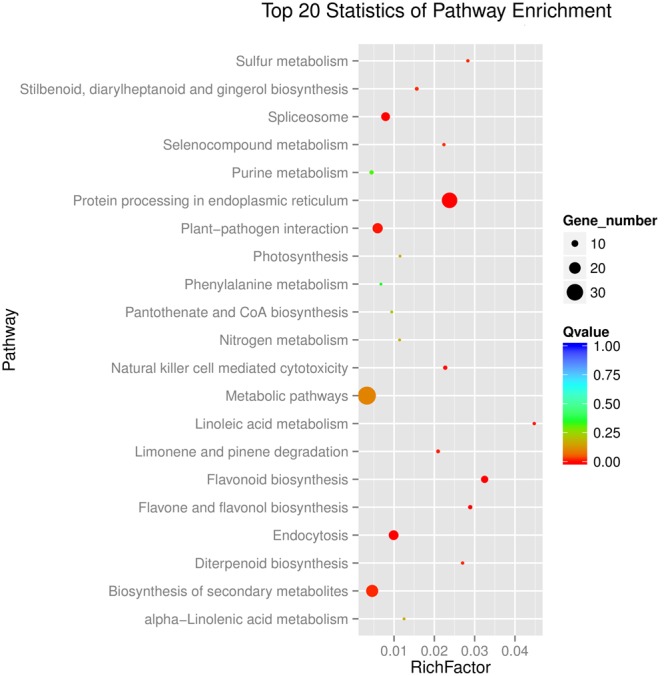
**Functional distribution of the DEGs in the tea plant transcriptome**. The enrichment factor is the ratio between DEGs in the pathway and all the annotated genes in the tea transcriptome. A large enrichment factor denotes a high degree of enrichment. The lower the *Q*-value is, the more significant the enrichment of the DEG.

**FIGURE 6:**
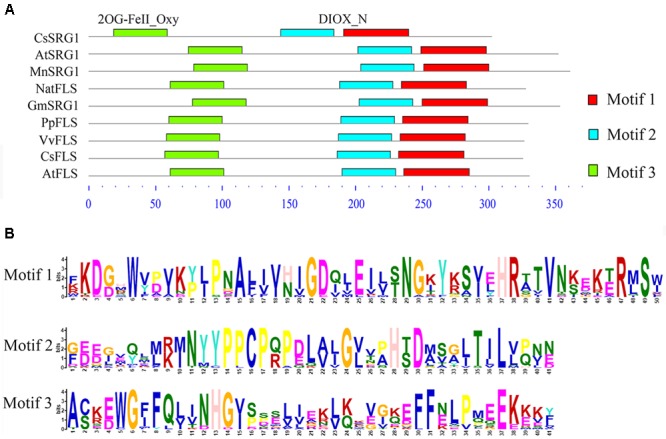
**The motif analysis of senescence-related gene 1 (SRG1) and flavonol synthase (FLS) proteins from different plants. (A)** The sequence alignment of SRG1 and FLS proteins. *Camellia sinensis* (CsSRG1, CL6306.Contig1; CsFLS, ABM88786.1), *Arabidopsis thaliana* (AtSRG1, Q39224.1; NP_001190266.1), *Morus notabilis* (MnSRG1, XM_010096827.1), *Glycine max* (GmSRG1, XM_003540470.3), *Narcissus tazetta* (NatFLS, AFS63899.1), *Prunus persica* (PpFLS, AJO70134.1), *Vitis vinifera* (VvFLS, BAE75810.1). **(B)** Motif sequences of the SRG1 and FLS proteins.

**FIGURE 7:**
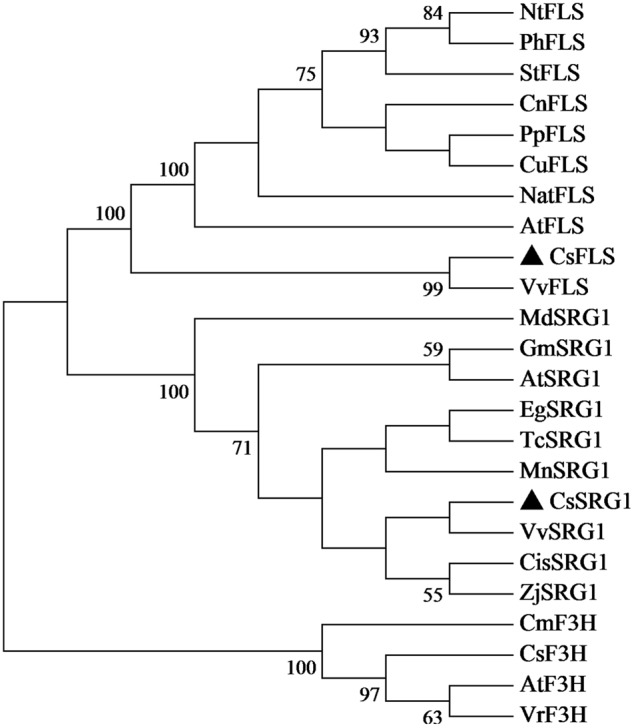
**Phylogenetic tree of SRG1 and FLS genes.** *Camellia sinensis* (CsSRG1, CL6306.Contig1; CsFLS, ABM88786.1; CsF3H, AAT68774.1), *Eucalyptus grandis* (EgSRG1, XM_018872917.1), *Theobroma cacao* (TcSRG1, XM_018123779.1), *Vitis vinifera* (VvSRG1, XM_002269051.2; VvFLS, BAE75810.1), *Morus notabilis* (MnSRG1, XM_010096827.1), *Citrus sinensis* (CisSRG1, XM_006489576.2), *Ziziphus jujuba* (ZjSRG1, XM_016021136.1), *Glycine max* (GmSRG1, XM_003540470.3), *Arabidopsis thaliana* (AtSRG1, Q39224.1; AtFLS, NP_001190266.1; AtF3H, NP_190692.1), *Malus domestica* (MdSRG1, XM_017335001.1), *Narcissus tazetta* (NatFLS, AFS63899.1), *Nicotiana tabacum* (NtFLS, ABE28017.1), *Petunia hybrida* (PhFLS, CAA80264.1), *Solanum tuberosum* (StFLS, CAA63092.1), *Camellia nitidissima* (CnFLS, ADZ28516.1), *Prunus persica* (PpFLS, AJO70134.1), *Citrus unshiu* (CuFLS, Q9ZWQ9.1), *Chrysanthemum × morifolium* (CmF3H, AEP37359.1), *Vitis rotundifolia* (VrF3H, AGS57503.1).

### Relative Expression of the Differentially Expressed Genes

QRT-PCR was used for verification of the RNA-Seq results and samples used for qRT-PCR verification were independent of that for RNA-Seq analysis. Fifteen DEGs were selected for qRT-PCR verification (**Figure 8**). Of these genes, 2 were involved in ATP binding, 3 were associated with ion binding, and 10 were encoded proteins with oxidoreductase activity. 

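The 15 DEGs of Table 1 were followed in the sequenced libraries. Over Y2, Y3, Y+S1 and Y+S2, 10 were higher and 5 lower under shading, with log2 fold changes from -1.98 to 3.82 and standard errors from 0.24 to 0.71. Their adjusted p-values from edgeR’s quasi-likelihood test lay between 0.0252 and 0.265. Those of HSP90 (CL3897.Contig4, log2 fold change 3.82, standard error 0.30) and HSP90-2 (Unigene52222, 2.89, standard error 0.26) were 0.0252 and 0.0264, and the other 13 exceeded 0.05. All 15 had an unadjusted p below 0.05. With DESeq2, 13 of the 15 had an adjusted p of 0.001 or less, the exceptions being RPKH (CL4428.Contig1) and IPK (Unigene29199). The smallest adjusted p over all 6 libraries was 0.485. The normalized counts of shaded and sunlight libraries did not overlap for any of the 15. This depends on the TMM scaling, since LBP had fewer counts in Y+S3 (1374) than in Y2 (1706), a smaller library. The difference between Y1 and Y+S3 had the same sign as the fold change in each of the 15, though for Hsp70-2 it was only 0.04. The 15 genes were chosen from 4 of these libraries, so the separation is not independent evidence. The largest standard error was that of IPK, with 59.4 normalized CPM in Y1 against 12.6 and 11.0 in Y2 and Y3, and with 0 counts in Y+S3, which allows up to 0.268 CPM before TMM scaling. Its log2 fold change rests on single libraries, since it moved from -1.98 to -3.99 without Y+S2 and to -1.16 without Y+S1. In Y+S3, HSP90 (12.6 CPM) was closer to sunlight libraries (3.53 to 4.91) than to Y+S1 (53.9) and Y+S2 (74.3).

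**Figure D2:**
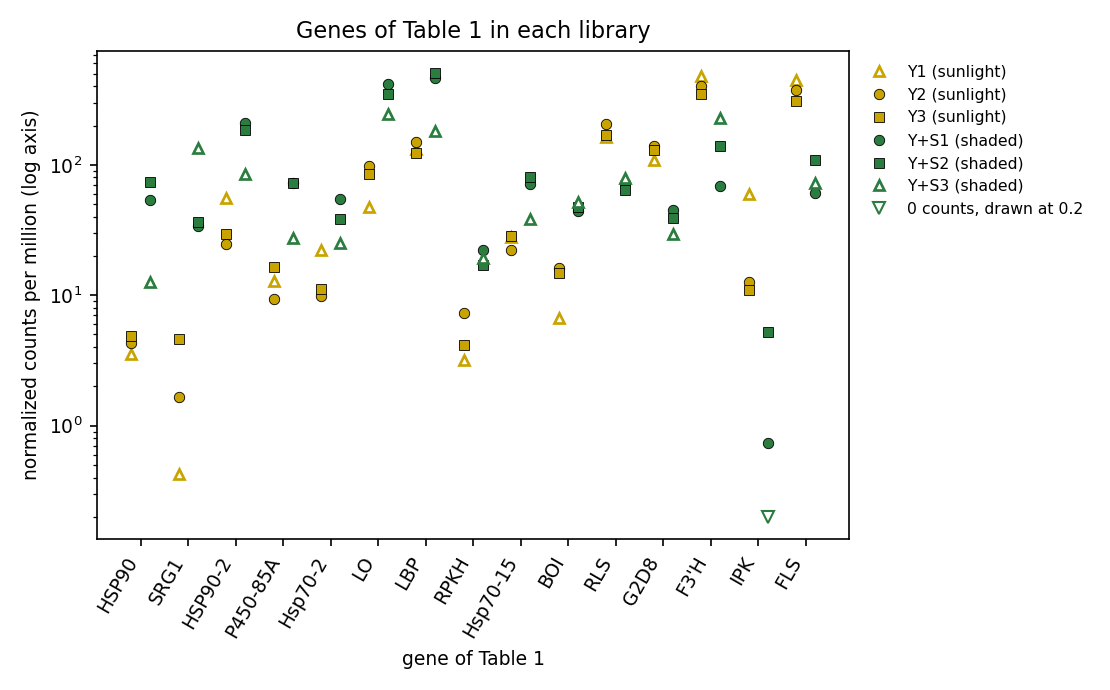
Normalized CPM (log axis) of the 15 DEGs of Table 1 in the 3 sunlight and 3 shaded libraries, with open triangles for Y1 and Y+S3 and a downward triangle for the 0 counts of IPK in Y+S3, drawn at 0.2. Every gene has its 3 shaded points all above or all below its 3 sunlight points.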

The expression profile of most of the selected genes was similar in the qRT-PCR and RNA-Seq analyses, demonstrating that the RNA-Seq data was reliable.

**FIGURE 8:**
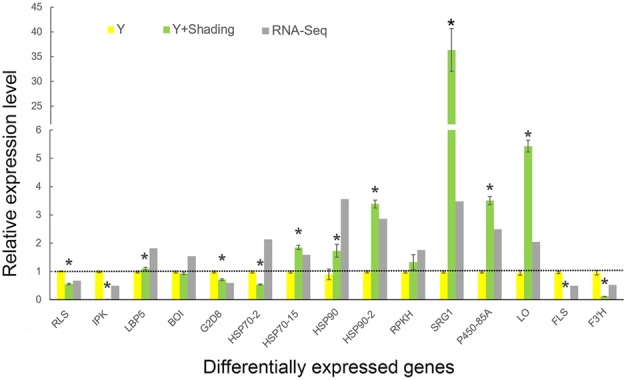
**Comparison of RNA-Seq data and quantitative RT-PCR verification of the DEGs.** Yellow and green bars represent expression of DEGs based on qRT-PCR data. Y indicates ‘Huangjinya’ exposed to sunlight. Gray bars represent fold change of DEG expression levels after shading based on RNA-Seq data. DEG expression levels under sunlight from RNA-Seq data were considered as 1, which were displayed as the dotted line. The qRT-PCR data were presented as the mean ± standard deviation (*n* = 3). ^∗^ means expressed significantly compared to Y (*P* < 0.05).

Flavonoid and carotenoid biosynthetic metabolisms are two important pathways associated with oxidoreductase activity. The expression of all genes associated with flavonoid and carotenoid biosynthesis were evaluated except for DEGs identified by RNA-Seq analysis (CL8169.Contig1, CL8169.Contig1, Unigene28864). QRT-PCR analysis showed that, with the exception of the *leucoanthocyanidin dioxygenase gene* (*LODX*), the genes involved in flavonoid synthesis were down-regulated in shading (**Figure 9**). In contrast, the genes associated with carotenoid biosynthesis were up-regulated in shading (**Figure 10**). These genes were not differentially expressed in RNA-Seq analysis may be due to the strict parameter setting of DEGs screening.

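Of the 12 unigenes of flavonoid biosynthesis in Table S1, 11 were tested in the 4 libraries. Of these, 6 were higher and 5 lower under shading, with log2 fold changes from -1.98 to 0.85 and standard errors from 0.23 to 0.38. The median was 0.05. The adjusted p of the set was 0.511 (fry in limma, adjusted over the 3 lists tested), which decides nothing about members that move in opposite directions. Over all genes tested, 0 had an adjusted p of 0.05 or less in edgeR’s quasi-likelihood test, 3 had an unadjusted p below 0.05, and 3 passed 0.05 when adjusted over the list alone. The last count is not independent evidence, because the study had picked FLS and F3'H from these libraries. Over all genes tested, 2 passed 0.05 without the filter and 2 with DESeq2, which were FLS (adjusted p = 4.4e-06) and F3'H (adjusted p = 8.5e-05). Among the 11 tested with edgeR, PAL had the largest rise (0.85, adjusted p = 0.202) and F3'H (Unigene28864) was lower (-1.85, adjusted p = 0.151). Leaving out Y+S2 moved the median most, to -0.30. Of the 13 unigenes of carotenoid biosynthesis, 12 were tested, 3 higher and 9 lower, with log2 fold changes from -0.48 to 0.48 and a median of -0.14 (adjusted p = 0.511 from fry in limma). Adjusted over all genes or adjusted over the list alone, 0 passed 0.05, and 0 had an unadjusted p below 0.05. The medians over all 6 libraries were -0.09 and -0.03 (adjusted p = 0.402 for both). After TMM scaling, the normalized counts of the groups did not overlap for 5 of the 12 flavonoid unigenes (PAL, C4H and LDOX higher, FLS and F3'H lower) and for 2 of the 13 carotenoid unigenes (NSY higher, PSY lower), where chance gives 10%. NSY had only 0 to 4 counts in sunlight and 7 to 13 under shading. Between Y1 and Y+S3 the median differences of the tested unigenes were 0.03 and -0.12.

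**Figure D3:**
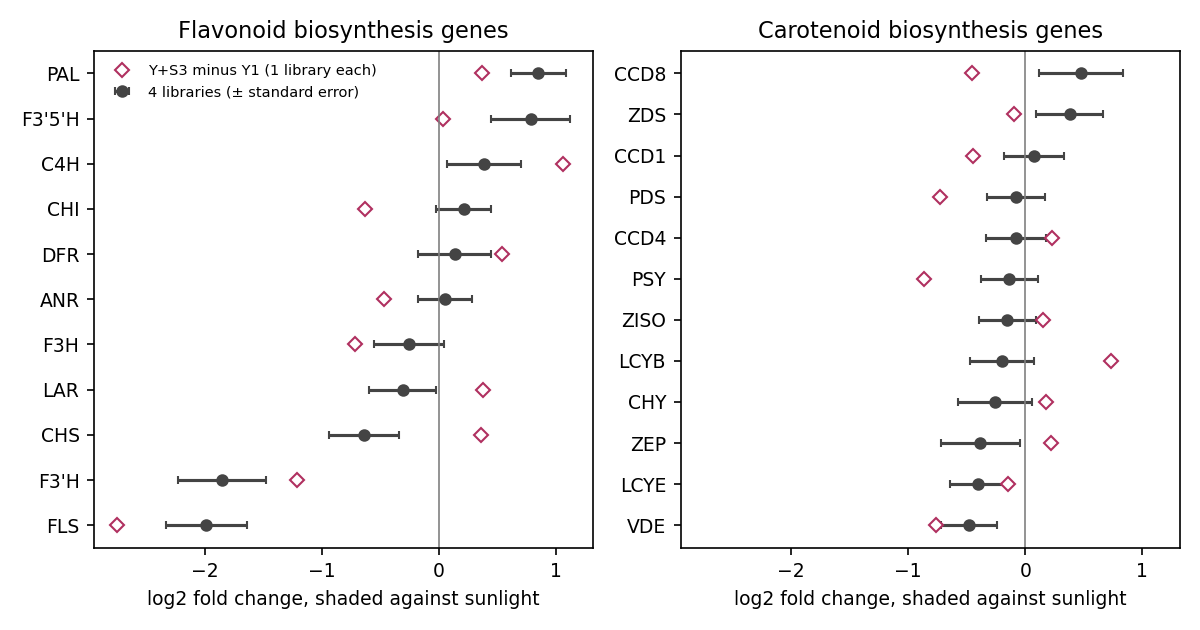
Log2 fold changes under shading of 11 flavonoid and 12 carotenoid unigenes over Y2, Y3, Y+S1 and Y+S2 (points with standard errors), and the log2 difference of FPKM + 0.5 between Y+S3 and Y1 (diamonds). The flavonoid points run from -1.98 to 0.85 and the carotenoid points from -0.48 to 0.48.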

**FIGURE 9:**
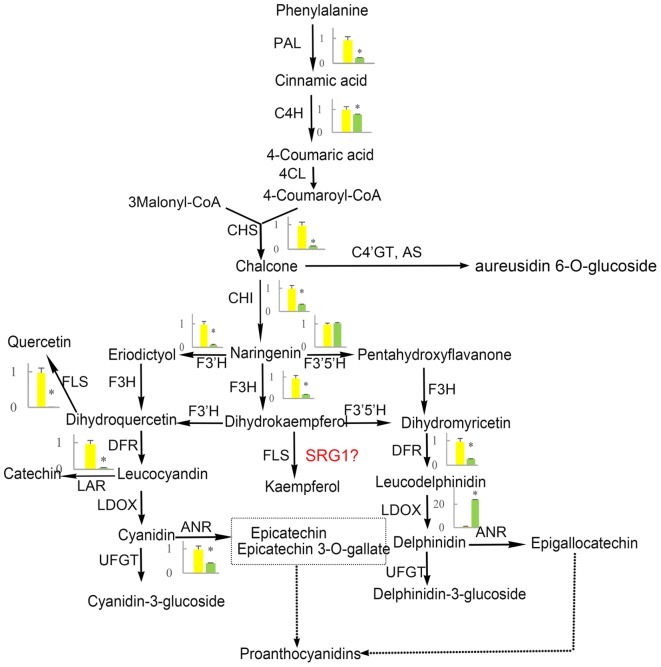
**The effect of shading on the expression of flavonoid synthesis-related genes in ‘Huangjinya.’** PAL, phenylalanine ammonia-lyase; C4H, cinnamate 4-hydroxylase; 4CL, 4-coumarate: CoA-ligase; CHS, chalcone synthase; AS, aureusidin synthase; C4′GT, chalcone 4′-*O*-glucosyltransferase; CHI, chalcone isomerase; F3H, flavanone-3-hydroxylase; F3′H, flavonoid 3′-hydroxylase; F3′5′H, flavonoid 3′,5′-hydroxylase; FLS, flavonol synthase; DFR, dihydroflavonol 4-reductase; LDOX, leucoanthocyanidin dioxygenase; UFGT, UDP-glucose:flavonoid 3-*O*-glucosyltransferase; LAR, leucoanthocyanidin reductase; ANR, anthocyanidin reductase. Green and yellow represent the gene expression in ‘Huangjinya’ with and without shading, respectively. ^∗^ indicates a significant difference (*P* < 0.05).

**FIGURE 10:**
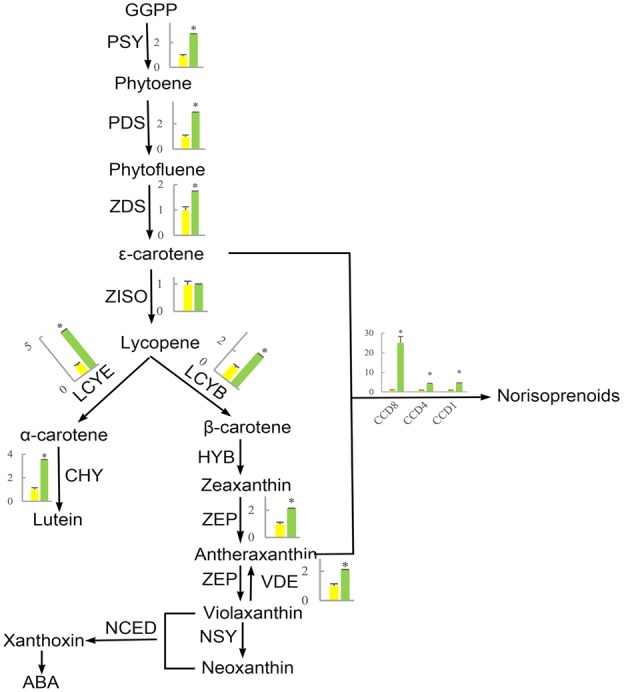
**The effect of shading on the expression of carotenoid synthesis-related genes in ‘Huangjinya.’** PSY, phytoene synthase; PDS, phytoene desaturase; ZDS, ζ-carotene desaturase; ZISO, ζ-carotene isomerase; LCYE, lycopene 𝜀-cyclase; LCYB, lycopene β-cyclase; CHY, carotenoid hydroxylase; HYB, β-ring hydroxylase; ZEP, zeaxanthin epoxidase; VDE, violaxanthin de-epoxidase; NSY, neoxanthin synthase; NCED, 9-cis-epoxycarotenoid dioxygenase; CCD, carotenoid cleavage dioxygenase. Green and yellow bars represent the gene expression of ‘Huangjinya’ with and without shading, respectively. ^∗^ indicates a significant difference (*P* < 0.05).

## Discussion

In this study, the transcriptome of a light-induced albino tea cultivar ‘Huangjinya’ was analyzed by RNA-Seq to explore the mechanisms responsible for the color changes in its leaves. Two hundred and seven genes were differentially expressed in shaded plants and plants grown under natural light. Data mining of comparative transcriptomes revealed that these DEGs are mainly involved in oxidoreductase activity and binding. KEGG pathway analysis indicated that metabolic pathways, including the carotenoid and flavonoid biosynthetic pathways, play important roles in the color change mechanisms of ‘Huangjinya.’

### Flavonoid Biosynthesis is Responsible for Light-Induced Color Changes in Tea Leaves

Flavonoid biosynthesis is catalyzed by a series of enzymes, including oxoglutarate-dependent dioxygenases (F3H, FLS, and LDOX), NADPH-dependent reductases [dihydroflavonol 4-reductase (DFR)], and cytochrome P450 hydroxylases [flavonoid 3′-hydroxylase (F3′H) and flavonoid 3′,5′-hydroxylase (F3′5′H), **Figure 9**]. Our results indicated that, with the exception of *F3*′*5*′*H* and *LDOX*, all of the genes in the flavonoid biosynthesis pathway were down-regulated by shading. Meanwhile, the suppression of these genes promoted the production of catechins. This is not the first report about the negative correlation between catechin content and expression of flavonoid biosynthesis-related genes. The same result has been reported in another albino tea cultivar ‘Anjibaicha’ which showed that the expression of *PAL* controlling the first step of flavonoid biosynthesis was negatively associated with catechin (*r* = -0.683) or total polyphenol accumulation (*r* = -0.717) (Xiong et al., 2013). In addition, in a normal green tea cultivar ‘Shuchazao,’ the expression of flavonoid biosynthesis-related genes was also supressed by shading (Wang et al., 2012). However, there is a positive correlation between catechin content and expression of flavonoid biosynthesis-related genes in ‘Shuchazao.’ Nevertheless, in ‘Huangjinya,’ the expression of flavonoid biosynthesis associated genes was inhibited but polyphenols (whose major constitutes are catechins) were elevated after moderate shading (Li et al., 2016). However, tea polyphenols decreased under strong shading, suggesting tea polyphenols may be affected significantly by degree of shading. In our experiment, ‘Huangjinya’ were just shaded by a single layer shade net with about 45% decrease of light intensity, which conformed with the moderate shading by Li et al. (2016). As for increase of polyphenols under strong shading, it may be considered to be a possible stress induced by the light which is too weak to afford normal activities of plants.

It has been proved that chalcone and aureusidin are yellow pigments and contribute to the coloration of yellow flowers (Nakayama et al., 2000; Ono et al., 2006). In carnation, mutation of *chalcone isomerase (CHI)* and *DFR* led to the accumulation of chalcone 2′-glucoside and produced yellow flowers (Itoh et al., 2002). As well, knockdown of endogenous *DFR* and *F3H* from Antirrhinum would block anthocyanin biosynthesis and result in yellow flowers. In tea plants, yellow leaves of ‘Huangjinya’ showed obvious lower total catechins (precursor for biosynthesis anthocyanin) than green tea leaves (Feng et al., 2014), suggesting that the catechins biosynthesis was inhibited. Given that the negative correlation of polyphenols and the expression flavonoid biosynthesis-related genes in ‘Huangjinya,’ we surmise that light-induced expression of flavonoid biosynthesis-related genes would suppress the accumulation of polyphenols. This may be a part of the reason for the light color of ‘Huangjinya’ plants grown in sunlight.

Another cause of yellow color of ‘Huangjinya’ may be due to the antioxidative activity of flavonoids. Solar UV-B radiation may cause serious damage including reduction of the photosynthetic fluorescence parameters, thylakoid electron transport, and photosynthetic pigments (chlorophyll and carotenes), and then induce lipoperoxidation in chloroplast membranes (Lidon and Ramalho, 2011). Activation of flavonoid biosynthesis exposed to light may be a response that protects tea leaves from the damages caused by sunlight-derived UV irradiation (Agati et al., 2012). However, the lower flavonoid content in ‘Huangjinya’ plants grown under sunlight make it difficult to resist UV-induced damages. Shading increased catechins and avoided UV-induced damage, and then made the leaf color turn green.

In addition to the well-known flavonoid synthesis-related genes, a novel gene *SRG1* was also mapped flavonoid biosynthesis in the present work. Although many *SRG1* genes have been released, their function is still unclear. The first report of *SRG1* showed that *SRG1* gene was expressed in senescing organs of Arabidopsis (Callard et al., 1996). Recently, the *SRG1* was found to have flavonoid-related functions in rice (Kim et al., 2013). In our study, the *SRG1* was mapped on the same position of *FLS* in KEGG pathway analysis. However, if *SRG1* also contribute to the catalysis of dihydroflavonols needs further confirmation. Moreover, *SRG1* expression profile was opposite to *FLS* but similar to that of *LDOX*, indicating that functional differentiation occurred in the oxoglutarate-dependent dioxygenase gene family in flavonoid biosynthesis.

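The annotation assigned SRG1 and the FLS contigs CL8169.Contig1 and CL8169.Contig2 to a common KEGG ortholog, flavonol synthase. This ortholog was given to 20 unigenes in all, and those 3 are the ones in Table S2. The best NR hit of SRG1 was a predicted protein SRG1 of Vitis vinifera, and that of CL8169.Contig1 was the flavonol synthase of Camellia sinensis.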

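FLS (CL8169.Contig1, 1302 nt) had normalized CPM of 373 in Y2 and 308 in Y3, and of 60.8 in Y+S1 and 109 in Y+S2. The log2 fold change was -1.98 (standard error 0.35, adjusted p = 0.118 from edgeR’s quasi-likelihood test). Y1, with 445, and Y+S3, with 72.1, fell on the same sides. LDOX (Unigene11476, 516 nt) was below the filter on low counts and was not tested. It had 1 count in Y2 and 3 in Y3, against 13 in Y+S1 and 103 in Y+S2, or 0.254 CPM in Y3, 0.635 in Y+S1 and 6.00 in Y+S2, so the size of its rise rests on Y+S2 and is not given here. With 5 counts in Y1 and 216 in Y+S3, the shaded libraries differed far more from each other (11.7 ± 14.7 normalized CPM, SD, n = 3) than those in sunlight (0.292 ± 0.226, SD, n = 3). For each of SRG1, FLS and LDOX, all 3 shaded libraries lay on the same side of all 3 sunlight libraries. Chance gives such a separation in 10% of genes, and the smallest exact permutation p of this design is 0.1.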

### Carotenoid Biosynthesis is Responsible for ‘Huangjinya’ Color Changes

The first step in carotenoid biosynthesis is the production of phytoene from the condensation of geranylgeranyl diphosphate (GGPP) molecules, which are precursors of plastidial isoprenoids, including carotenoids (Bouvier et al., 2005; Ruiz-Sola et al., 2016). This biosynthetic process is catalyzed by phytoene synthase (PSY, **Figure 10**). Then, phytoene is sequentially desaturated and isomerized to produce phytofluene, 𝜀-carotene, and lycopene through desaturation reactions regulated by phytoene desaturase (PDS), ζ-carotene desaturase (ZDS), and ζ-carotene isomerase (ZISO), respectively. Furthermore, lycopene is cyclized to produce α-carotene and β-carotene, which are precursors of lutein (α-carotene) and zeaxanthin (β-carotene). In addition, carotenoids can be cleaved to produce apocarotenoids, including norisoprenoid, by carotenoid cleavage dioxygenases (CDDs) (Yahyaa et al., 2013; Hou et al., 2016).

The phenomenon that growing plants in the dark causes etiolation and that the green color could be recovered when the plants were returned to the light is previously known (Park et al., 2002; Tuan et al., 2013; Bou-Torrent et al., 2015). However, the opposite phenomenon appears to occur in ‘Huangjinya,’ which has yellow leaves when exposed to sunlight but green leaves when shaded. The etiolated leaves of ‘Huangjinya’ showed low carotenoid and total chlorophyll levels. However, both carotenoid and chlorophyll levels increased after shading (**Figure 1**). This observation is consistent with the expression patterns of carotenoid biosynthesis-related genes which were induced by shading treatment (**Figure 10**). Our result is similar to a previous study which found that down-regulation of *PSY* gene result in yellow leaves of *Oncidium* hybrid orchid (Liu et al., 2014). Silencing of *PSY* also impaired the chloroplast apparatus and chlorophyll level, and then reduce the photosynthetic efficiency (Liu et al., 2014). As well, the expression of carotenoid biosynthesis-related genes in this study is consistent with the study by Li et al. (2016) which showed that the expression of most carotenoid biosynthesis-related genes increased after moderate shading, and *PDS, ZDS*, lycopene 𝜀-cyclase (*LCYE*) increased significantly (*P* < 0.05). In ‘Huangjinya,’ carotenoid biosynthesis is light-sensitive and all of the carotenoid biosynthesis-related genes were down-regulated exposure to sunlight. These results support the notion that carotenoid biosynthesis in young leaves of ‘Huangjinya’ is inhibited by suppressing the expression of related genes under the light condition.

### Other Potential Mechanisms Involved in the Leaf Color Changes

In this study, some stress responsive genes were induced by the shading of ‘Huangjinya,’ especially heat shock proteins 70 and 90 (HSP70 and HSP90, **Figure 8**), which are cellular chaperones that participate in many cellular processes and are sensitive to heat stress. 

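The NR annotation named 77 unigenes as HSP70 or HSP90 proteins, a list that was not limited to the DEGs, and 22 of them are in Table S2, all up-regulated. In the 4 libraries, 57 were tested and 47 were higher under shading. Their median log2 fold change was 1.09 (adjusted p = 0.00436 from fry in limma, 0.00175 to 0.0423 across the alternatives), and it was above 0 under every scaling tried. The list was tested because the paper reported HSP70 and HSP90 induction, found in part from these 4 libraries, so this p-value is not independent evidence. Adjusted over all genes, 10 of the 57 had an adjusted p of 0.05 or less in edgeR’s quasi-likelihood test, and 30 did when adjusted over the list alone, which is not independent evidence for the 22 that the study had picked. Their share of all counts was 0.146% in Y2 and 0.185% in Y3, and 0.493% in both Y+S1 and Y+S2. Of the left-out libraries, Y1 had 0.0845% and Y+S3 had 0.112%, which lies within the range of these shares in sunlight, although after TMM scaling Y+S3 was above every sunlight library. The median over all 6 libraries was 1.22, 38 of 53 unigenes were higher and the adjusted p from fry was 0.144. The camera test of limma, which presets the correlation between genes, gave adjusted p-values of 9.5e-38 over the 4 and 6.2e-16 over the 6 libraries, and only the former call held under fry. Between Y1 and Y+S3 the median difference was 0.17, with 37 of 57 higher. Of the 26 unigenes of small heat shock proteins, 23 were tested and 18 were lower under shading (median -0.61, and -0.44 with 15 of 23 lower over all 6 libraries, below 0 under every scaling tried). They took 0.102% to 0.126% of the counts in sunlight and 0.0892% to 0.119% under shading, ranges that overlap.

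**Figure D4:**
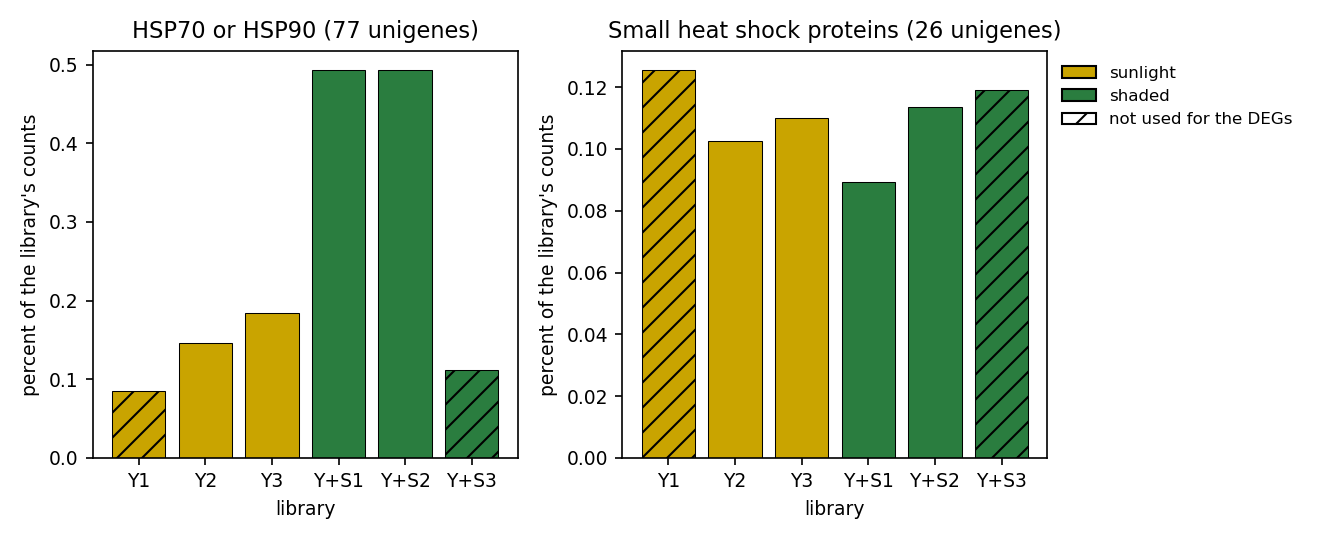
Percent of the counts of each library on the 77 HSP70 and HSP90 unigenes and on the 26 unigenes of small heat shock proteins, with hatched bars for Y1 and Y+S3, which were not used for the DEGs. HSP70 and HSP90 reach 0.493% in Y+S1 and Y+S2 and stay at 0.112% in Y+S3.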

Chloroplast HSP90 could function within a chaperone complex that includes Tic110, Tic40, Toc75, Tic22, and stromal chaperones (HSP70 and HSP93) in the chloroplast stroma to promote membrane translocation during protein import into the chloroplast (Inoue et al., 2013). Additionally, the chloroplast-targeted HSP70 contributes to the molecular protection and repair of photosystem II during and after photoinhibition (Schroda et al., 1999). Stromal HSP70 has been found to interact with PDS in the chromoplasts of *Narcissus pseudonarcissus* (Bonk et al., 1996). Thus, shade-induced gene expression of these HSPs suggest potential roles in carotenoid biosynthesis in ‘Huangjinya.’

## Conclusion

Exposure to sunlight would inhibit the production of carotenoids and flavonoids in ‘Huangjinya’ by regulating flavonoid and carotenoid biosynthesis associated genes, and then result in the yellow color of ‘Huangjinya.’ Meanwhile, shading could reverse the process of flavonoid and carotenoid biosynthesis, and made the leaf color turn green. Thus, the leaf color changes in ‘Huangjinya’ are largely determined by the combined effects of flavonoid and carotenoid biosynthesis.

## Author Contributions

LS and XL designed the experiment. QM carried out most of the experiments and drafted manuscript. ZZ, KS, and YY did the data analyses. JT and NK revised and finalized the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Molecular Link between Leaf Coloration and Gene Expression of Flavonoid and Carotenoid Biosynthesis in Camellia sinensis Cultivar ‘Huangjinya’
**Source:** Front Plant Sci. 2017 May 24;8:803. doi: 10.3389/fpls.2017.00803
**Supplement:** Supplementary file 1

Supplementary Material

Phenotype and transcriptome analysis reveals flavonoid and carotenoid biosynthesis together influence leaf colour formation in the light-sensitive albino Camellia sinensis cultivar ‘Huangjinya’

**Lubin Song^1＃^, Qingping Ma^2＃^, Zhongwei Zou ^3^, Kang Sun^2^, Yuantao Yao^1^, Jihan Tao^1^, Najeeb Ahmed^2^, Xinghui Li^2*^**

# 1 Supplementary Table

**Table S1** The primers used for genes on flavonoid and carotenoid syntheses.

| Gene ID | Annotation | Forward primer (5'-3') | Reverse primer (5'-3') |
| --- | --- | --- | --- |
| Flavonoid biosynthesis |  |  |  |
| CL1403.Contig2_All | Phenylalanine ammonia-lyase (PAL) | CAATAGGGAAGCTCATGTTTGC | CGCTTTGGACATGGTTGGTTAC |
| CL1270.Contig2_All | Cinnamate-4-hydroxylase (C4H) | TCACCGAGCCAGACACCTAC | CCTTAGCCTCCTCTTCCAAGA |
| CL1795.Contig2_All | Chalcone synthase (CHS) | GTGGGCCTTACATTTCATCTC | TCTAGTATGAATAGCACGCAC |
| CL5400.Contig2_All | Chalcone isomerase (CHI) | GTTAAGTGGAAGGGCAAGAC | GAAAGCAATCGTCAATGATCC |
| Unigene39726_All | Flavanone 3-hydroxylase (F3H) | TCTACCCGAAATGCCCACAAC | CCTCCCATTGCTTAGATAATG |
| Unigene28864_All | Flavonoid-3'-hydroxylase (F3'H) | TCGAATGGCATCTGACAGTTG | GCCTGCACCAAATGGTATGAC |
| Unigene8507_All | Flavonoid 3',5'-hydroxylase (F3'5'H) | GAGCACACGACGAGATGGAT | GTCTTTGCATTCTTTCCACTC |
| CL8169.Contig1_All | Flavonol synthase (FLS) | GCATGAGGTCAAGGAGGCTGT | GACAATCAGGGCATTAGGGATG |
| Unigene45768_All | Dihydroflavonol 4-reductase (DFR) | CACTAGGAATGAAGGACACTAC | GAACGACACAACTGGCAAGT |
| Unigene11476_All | Leucoanthocyanidin dioxygenase (LDOX) | CAGTAATCCGTGTTCAATCCTTG | TAAACCTGCTTCTCTTCCATG |
| Unigene7347_All | Leucoanthocyanidin reductase (LAR) | CTATGACAATACTCACCCATC | GAGTGCGTCCAATCTTCTTCT |
| CL11956.Contig1_All | Anthocyanidin reductase (ANR) | TCGAAAACACTAGCTGAGAAAG | GCTCGGGAACACTGGTATTG |
| Carotenoid biosynthesis |  |  |  |
| Unigene51424_All | Phytoene synthase (PSY) | GATAGAAGGAATGAGATTGGACC | TGTCCTCATCTGAAAGCCCTG |
| Unigene21827_All | Phytoene desaturase (PDS) | ATGGTAATGCTATTGAAGGAG | GTAATATTCCTTACATGCCAC |
| CL4803.Contig1_All | Zeta-carotene desaturase (ZDS) | CTGAAGACTATTACCTCGAGG | CTTCTGATCAGGTCTAAATGG |
| Unigene16394_All | Ζ-carotene isomerase (ZISO) | GTATCATGAGAATAACCAGGC | CACCATATCGTATAGCTAGCC |
| CL5617.Contig3_All | Lycopene ɛ-cyclase (LCYE) | GGATCATTACCGAATACAGAGC | GTTCCAAGCTAGCATCGAGAT |
| CL12353.Contig1_All | Lycopene β-cyclase (LCYB) | AGTTGTCGGCATTGGTGGTAC | GCTTAAGCAGAATATCCATACC |
| CL3692.Contig1_All | Carotene hydroxylase (CHY) | ATGCACGAGTCTCACCATAAAC | CTTCGGAGGTAGGGTACGTTG |
| CL2411.Contig1_All | Zeaxanthin epoxidase (ZEP) | CATAATAGATTCCAGTCCAGATG | CCATCTTTCGCTTCCATAAG |
| CL2738.Contig1_All | Violaxanthin de-epoxidase (VDE) | TCAGAGATTTGTGCAAGATCC | TCTAATTCGGGTACAATGCTG |
| Unigene19522_All | Neoxanthin synthase (NSY) | GGATGGTAGCGAGGTTGAGG | ATTCTTGTTGAGCCGAGGCAC |
| Unigene2350_All | Carotenoid cleavage dioxygenase 1 (CCD1) | GCCTTGAGAATCCAGATCTAGAC | GATGCTGTCCAATGTAGTTGC |
| CL11428.Contig2_All | CCD4 | GATGAGGTGGTTTGAAGTGCC | CACCCCACTCTTAAGATCAATC |
| CL1748.Contig2_All | CCD8 | GTGGGAAAGATTGTGGCGAG | TGCTGCCTCTAACTTCCCAG |

**2 Supplementary Figures**

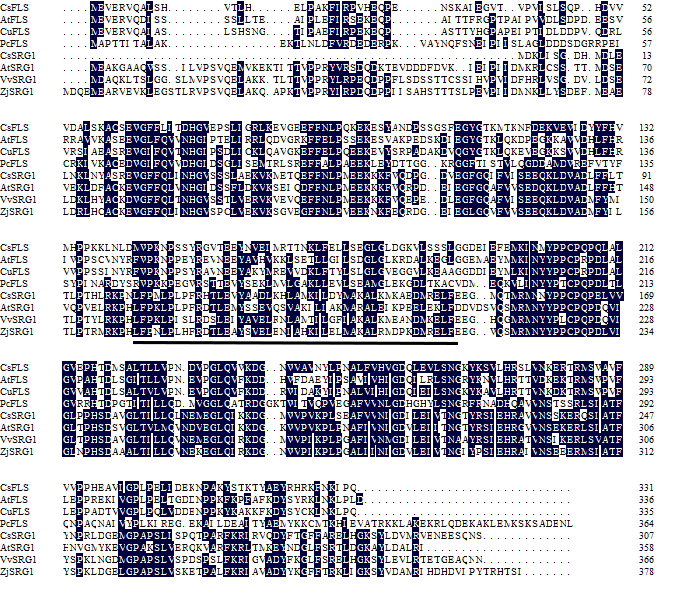

**Figure S1** Sequence alignment of SRG1 and FLS genes. Leu-enriched region was underlined. *Camellia sinensis* (CsSRG1, CL6306. Contig1; CsFLS, ABM88786.1), *Arabidopsis thaliana* (AtSRG1, Q39224.1; AtFLS, NP_001190266.1), *Citrus unshiu* (CuFLS, Q9ZWQ9.1), *Petroselinum crispum* (PcFLS, Q7XZQ8.1), *Vitis vinifera* (VvSRG1, XM_002269051.2), *Ziziphus jujuba* (ZjSRG1, XM_016021136.1).

How the deposited data were processed for this re-analysis (not part of the article)

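The data are RNA-seq libraries of the leaves of ‘Huangjinya’, 3 from plants in sunlight and 3 from plants shaded for 10 days with 45% less light. The authors made stranded mRNA libraries, sequenced them on the same lane of an Illumina HiSeq instrument, and removed adapters, reads with more than 20% of bases at a quality of 10 or less, and reads with more than 5% unknown bases. They assembled the clean reads of all libraries de novo with Trinity, TGICL and Phrap into 127253 unigenes and annotated these with Blast and Blast2GO. For each unigene and library the authors deposited the raw count of uniquely aligned fragments, without normalization, and the FPKM. The paper’s text does not name the aligner or say whether the strand was used, and replicates were not pooled. The column codes of the libraries were matched to their names with the key that accompanies the table. The descriptions of the samples carry codes of their own, and 2 of these conflict with the key, since the code of the column of Y+S3 stands with Y+S1 and that of Y1 stands with Y3, while the other 4 match no column. The key was followed, and every result on Y1 and Y+S3 depends on it.

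The counts were the basis of all tests. The libraries hold between 10022786 and 18743469 counted fragments. A count of 0 was taken to allow up to 3 counts. Between 99557 (Y1) and 119818 (Y+S1) unigenes had at least 1 count, and 612 had none in any library. No pair of libraries held identical values. Unigenes were filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, first over the 4 libraries that the paper used and then over all 6. The threshold was that of the paper, an adjusted p of 0.001 and a log2 fold change of at least 1 in size, with 0.05 as a second threshold. The log2 difference between Y1 and Y+S3, which have 1 library each, was taken on FPKM with a pseudocount of 0.5 and compared with 10000 random lists matched on mean expression. Correlations and the PCA used the deposited FPKM, the PCA on log2(FPKM + 0.5) for unigenes with a mean FPKM of at least 1.

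The unigenes that the text names are the 39 that the paper names. The rule allowed up to 5 more in each direction from those past the threshold, and there were none. The 12 flavonoid and 13 carotenoid unigenes of Table S1 and the HSP70 and HSP90 unigenes found by annotation were tested as sets with fry and camera of limma 3.58.1. The p-values of fry were adjusted over these 3 lists, a choice made after the unadjusted values had been seen. The design, the filter, the scaling, these lists and the alternatives named in the closing section as set beforehand were chosen before the data were examined. Other lists, whose words were also set then, are small heat shock proteins, light harvesting and photosystem proteins, early light-induced proteins, chlorophyll biosynthesis, organelle genome or rRNA-like sequences, and unigenes with a non-plant best hit. The rule for unigenes present in all libraries of a group and absent from the other was set after the values had been seen. GO terms were grouped by words in their names into 14 groups, and groups and KEGG orthologs were tested with one-sided hypergeometric tests. KEGG orthologs took the place of the pathways of the original design. The p-values of the orthologs were adjusted over every ortholog of the background, which replaced an adjustment over those with at least 1 DEG. On random lists of unigenes the earlier rule made calls in 7 of 20 simulations and the later rule in 2 of 20. The change was made after the real result under the earlier rule was known.

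The programs were tested on simulated data. Counts were drawn for the real unigenes with 200 of them changed by known folds. They were drawn at the dispersion that edgeR fitted for the expression level, without the spread of single unigenes around it. Apart from the changed unigenes, all simulated libraries had the same composition. The shares called in the simulation need therefore not hold in the real data. Over 4 libraries edgeR tested 63879 unigenes and called 91 of the 192 changed ones among them (47.4%) at an adjusted p of 0.001, 88.5% of those changed 8-fold or more, and 0 unchanged ones. Over 6 libraries, with their larger spread, it called 37 of 182 changed among 59842 tested (20.3%). DESeq2 called 89 of 200 over 4 libraries. A test of random lists after removal of a trend made 0 false calls in 20 simulations and found a planted shift in 20 of 20.

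The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, and limma on log2 FPKM with other pseudocounts, scalings and filters. They also included the replicate number as a block and leaving out each library in turn. edgeR’s exact and likelihood ratio tests, a covariate for the left-out libraries and limma on log2(FPKM + 0.5) were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. COG classes, KEGG pathways, coding regions, alignments, pigment contents and qRT-PCR were not analysed here.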

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

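The tests for RNA of another organism, a mislabelled Y+S3, contigs of a few clusters, organelle RNA and greater depth, and the count of other splits for unigenes found only under shading, were chosen after the results had been seen.

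Y1 and Y+S3, which the paper did not use for its DEGs, kept the direction of 194 of the 207 DEGs. Both libraries have fewer counts on long unigenes than the others of their group, so a trend with unigene length was removed. After that, 194 DEGs had the paper’s sign, where random lists matched on mean expression gave 77 to 131 on the same values. Counting each cluster once left 167 of 180 with the paper’s sign, where random lists gave 66 to 116. Neither a length trend nor a few clusters of many contigs accounts for the shared direction. What stays open is a response of the leaves to shading, or another difference shared by all shaded libraries against all sunlight libraries, which the design does not separate from it. With 1 library in each condition there is no replicate check.

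HSP70 and HSP90 unigenes took 0.112% of the counts in Y+S3, within the range of the shares in the sunlight libraries, where Y+S1 and Y+S2 had 0.493%. That range depends on the scaling. After TMM scaling, the median log2 deviation of the list from the mean of the 6 libraries was -0.25 in Y+S3, above the -0.61, -0.40 and -0.31 of Y1, Y2 and Y3 and far below the 0.89 and 0.74 of Y+S1 and Y+S2. Loss of long unigenes is argued against, since the median log2 difference of the 53 unigenes between Y+S3 and the mean of Y+S1 and Y+S2 was -1.19 and lists matched on length and expression gave -0.56 to 0.85. A mislabelled sunlight library is argued against by the other DEGs. In Y+S3, 61.0% of the DEGs outside the list (108 of 177) lay nearer the mean of Y+S1 and Y+S2 than the sunlight mean, while 10 of the 22 HSP70 and HSP90 DEGs did. A difference between plants or at harvest remains open as untested. Without Y+S3 the set differed between shading and sunlight over the other 5 libraries (median 1.11, adjusted p = 0.00108 from fry in limma, where all the alternatives ranged from 0.00108 to 0.489), and with it the adjusted p was 0.144. The 5 libraries include the 4 in which the paper had found the induction, so the smaller value is not independent evidence.

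Unigenes whose best NR hit is not a plant took 0.897% of the counts in Y+S3 and 0.0774% to 0.248% in the other 5 libraries. Of these 953 unigenes, 438 had their best hit in Phytophthora, 397 in Guillardia and 118 in Thalassiosira, and 691 had a mean FPKM of at least 1. Of the list, 2 are in Table S2 and 2 are in another list. Of the 778 with at least 20 counts, 91.8% were highest in Y+S3, against 17.4% to 28.4% of random lists. Their median log2 difference from the other libraries was 2.69, with quartiles of 1.94 and 3.19. A length trend is argued against, since matched lists gave -0.21 to 0.07. A few unigenes do not carry the rise either, since without the 10 largest the share in Y+S3 was 0.731%, and 0.0662% to 0.211% in the other libraries. A rise of nearly the whole list by a similar factor is consistent with RNA of another organism in Y+S3, which remains a hypothesis. A best hit does not settle which organism it would be. No biological explanation tied to shading was tested, and the list’s median log2 fold change over the 4 libraries without Y1 and Y+S3 was 0.05, with either sign depending on the scaling.

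In all 3 shaded libraries 13 unigenes had at least 20 counts while all 3 sunlight libraries had at most 3, and 2 unigenes had the reverse. Of the 13, 4 are in Table S2. Of the 13, 4 are annotated as organelle or rRNA-like. The share of counts on all organelle or rRNA-like unigenes was 1.88 times as large in the shaded as in the sunlight libraries on average, and 4.49 times as large in the highest as in the lowest library. These 4 were at least 19.5-fold higher, but they had been chosen by their size of change, so this does not exclude a rise of organelle RNA, and for these 4 it and a response to shading cannot be told apart. Greater depth is argued against. With all libraries drawn down to the smallest total, a median of 8 of the 13 (5 to 11 across 1000 draws) still met the rule and all 13 stayed above every sunlight library. Of the 10 splits of the 6 libraries into groups of 3, only 1, the real split, gave as many such unigenes, and each of the other splits gave 0 or 1 in either direction. By the share of splits alone, which is never under 0.1 with 3 libraries against 3, this count and a grouping by chance cannot be told apart. A response to shading stays open as a hypothesis.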

How the results depend on the processing

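The exact and likelihood ratio tests of edgeR, the covariate for the left-out libraries, the square of the correlation and the adjustment over all KEGG orthologs were added after the data had been seen. The same holds for the adjustment of the set tests over the 3 lists. Before it, the unadjusted p of the heat shock list over all 6 libraries was 0.0481.

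The number of DEGs at the paper’s threshold depends on the test. Over the 4 libraries it was 0 with edgeR’s quasi-likelihood test (9594 unigenes at an unadjusted p below 0.05) and 0 with each setting of limma. It was 60 (49 up and 11 down) without the filter on low counts, 249 (157 up and 92 down) with DESeq2, 409 (267 up and 142 down) with the exact test and 455 (287 up and 168 down) with the likelihood ratio test. At an adjusted p of 0.05 the quasi-likelihood test called 34 (29 up and 5 down). At that threshold it was 954 without the filter (200 of them in Table S2), 1017 with DESeq2 (185 in Table S2), 1901 with the exact test, 2154 with the likelihood ratio test and 0 to 78 with limma. Over all 6 libraries it was 0, and 576 with DESeq2 (404 up and 172 down), 436 with the exact test, 524 with the likelihood ratio test, 0 to 19 with limma and 7 without Y+S3. Over all 6 libraries the numbers were 0 (4782 at an unadjusted p below 0.05), 104 with DESeq2 (86 up and 18 down), 51 with the exact test (41 up and 10 down) and 64 with the likelihood ratio test (51 up and 13 down). It stayed at 0 with limma, without the filter (10182 at an unadjusted p below 0.05) and with the covariate (8930). It also stayed at 0 with any library left out, where the number at an unadjusted p below 0.05 ranged from 2873 to 11064. The numbers of Table S2 DEGs among the calls were 143 for DESeq2, 163 for the exact test and 166 for the likelihood ratio test over 4 libraries. In simulated data of the same size the quasi-likelihood test did call changed unigenes. Those data lacked the spread of single unigenes around the fitted dispersion, so this does not explain the 0 calls in the real data. The cause of the difference between tests was not tested.

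Between Y1 and Y+S3, 194 of the 207 DEGs had the paper’s sign with median-ratio scaling of the FPKM as well. A pseudocount common to both libraries cannot change a sign, and over the 4 libraries the sign was fixed by the choice of the DEGs from them, so neither tests the direction.

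The flavonoid median of 0.05 over 4 libraries was -0.0538 in limma with a mean FPKM of at least 5 and 0.29 with quantile normalization, and from -0.30 (without Y+S2) to 0.17 across the 4 fits that each left out a library. Over 6 libraries the median of -0.09 turned to 0.00267 without the filter, to 0.0255 with DESeq2 and to 0.0849 with quantile normalization, and it ranged from -0.22 to 0.30 with a library left out, above 0 without Y1 (0.30) and without Y+S1 (0.16). The carotenoid median of -0.14 over 4 libraries ranged from -0.24 to -0.00135 (without Y+S2). Over 6 libraries the median of -0.03 ranged from -0.17 to 0.11, above 0 without Y1 (0.07) and without Y+S2 (0.11). None of these set tests passed 0.05. As members of both lists went both ways, this does not exclude changes of single unigenes, and 2 of the flavonoid list passed 0.05 over all genes with DESeq2 and without the filter. The cause of the changes was not tested.

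The heat shock median of 1.09 over 4 libraries was 1.55 with DESeq2 and 1.73 without the filter, which both include the unigenes below it. In limma with a mean FPKM of at least 5 the median was 1.83. Over the same 57 unigenes DESeq2 gave 1.08. The median ranged from 1.18 to 1.47 with a library left out. Over 6 libraries the median of 1.22 was 1.54 with DESeq2 and without the filter, and 1.52 in limma with a mean FPKM of at least 5. It ranged from 1.03 to 1.32 with a library left out, and the set passed 0.05 without Y+S3 (1.11, adjusted p = 0.00108 from fry in limma), with the covariate (1.05, adjusted p = 0.0427) and under camera (1.22). The adjusted p of fry was 0.144 for all 6 libraries and from 0.00108 to 0.489 across the alternatives. The list was tested because the paper reported its induction, found in part from 4 of these libraries, so none of these p-values is independent evidence.

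The lowest correlation within a group, 0.716, was 0.508 by Spearman and 0.512 as a square. The 9 KEGG orthologs of the DEGs were 3 with each cluster counted once, 2 from the unigenes called here and 24 with the adjustment over orthologs with a DEG. Other backgrounds gave 8 and 6. The 81128 annotated unigenes were 51439 at a mean FPKM of at least 1 and 52213 with each cluster counted once, since both settings leave out unigenes.

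Of the named unigenes 37 have a fold change, while LDOX and NSY fell below the filter. Across the alternatives other than leaving a library out, 290 values kept their direction and their side of an adjusted p of 0.05. Of the others 23 (of 13 unigenes) were stronger and newly passed it, 13 of them with DESeq2, 4 were weaker, all of HSP90 and HSP90-2 in fits over the 6 libraries, 15 reversed and 1 without a test moved. The direction reversed for 10 unigenes. Over all 6 libraries these were ANR (-0.0898), CCD1 (-0.0813), CCD4 (0.11), CHI (-0.11), LAR (0.14), LCYB (0.11) and ZISO (0.00638). With quantile normalization they were F3H (0.0105), PDS (0.0592) and PSY (0.0604). With a library left out, 119 values kept within the spread and 29 (of 26 unigenes) moved. The sign changed without Y+S2 for CCD4 (0.05), CHY (0.0837), DFR (-0.30) and PDS (0.0857), and without Y+S1 for CCD1 (-0.0989) and ZDS (-0.00754). The cause was not tested.

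The replicate numbers do not pair the libraries. Deviations from the group mean had correlations of -0.40, 0.01 and -0.49 across unigenes for libraries with the same number. With the number as a block there were 0 DEGs (2293 at an unadjusted p below 0.05), the medians were -0.07 for flavonoid, -0.09 for carotenoid and 1.08 for heat shock unigenes, and ANR (-0.0883), CCD1 (-0.0708), CCD4 (0.0607), CHI (-0.0329) and LCYB (0.23) reversed as well.

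Enrichment of KEGG pathways with its settings, GO by the first class of a unigene, and tests of DEGs with a library left out of the 4 were not run, the last because 1 library would remain in a group. Depth limits the low unigenes. A count of 3 is 0.160 to 0.299 CPM, and 62971 unigenes fell below the filter over the 4 libraries.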

Differences from the paper's values

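The squares of the correlations and edgeR’s exact and likelihood ratio tests were chosen after the values had been seen.

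The paper’s correlation coefficients match the squares of the Pearson correlations of FPKM for the 3 pairs of sunlight libraries, with 0.86 against 0.861 for Y1 and Y2, 0.85 against 0.851 for Y1 and Y3, and 0.99 against 0.989 for Y2 and Y3. On that scale the paper’s 0.89 for Y+S1 and Y+S2 stands against 0.875 (r = 0.936), its 0.71 for Y+S1 and Y+S3 against 0.512 (r = 0.716), and its 0.51 for Y+S2 and Y+S3 against 0.709 (r = 0.842). The last 2 values match with Y+S1 and Y+S2 exchanged. None of the alternatives set before the data were examined closed these gaps as squares. Without squaring, some settings come close to a value of the paper. The correlation without the 10 most abundant unigenes was 0.890 for Y+S1 and Y+S2, that of FPKM was 0.716 for Y+S1 and Y+S3, and that of log2(FPKM + 0.5) was 0.862 for Y1 and Y2.

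The paper reports 207 DEGs, 110 up-regulated and 97 down-regulated, and edgeR’s quasi-likelihood test called 0, with 0 up and 0 down, at the same threshold. The DESeq package that the paper names for this test was not run here. The count at an unadjusted p below 0.05 was 9594. Of the alternatives set before the data were examined, DESeq2 gave 249 (157 up and 92 down), within 1.5 times the paper’s numbers. Testing all unigenes with any count gave 60 (49 up and 11 down) and an adjusted p of 0.05 gave 34 (29 up and 5 down), and these and each setting of limma, with 0, did not. Of the tests chosen after seeing the values, the exact test gave 409 (267 up and 142 down), of which only the number down is within 1.5 times the paper’s, and the likelihood ratio test gave 455 (287 up and 168 down). Of the DEGs of Table S2, DESeq2 called 143, the exact test 163 and the likelihood ratio test 166.

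From qRT-PCR, the paper states that genes of flavonoid synthesis fell under shading, apart from LDOX and, in its discussion, also apart from F3'5'H, and that genes of carotenoid synthesis rose. The paper verified its sequencing by qRT-PCR on samples other than those sequenced. Samples as well as method may therefore differ in this comparison. Over the 4 libraries that the paper used, 6 of 11 flavonoid unigenes were higher, F3'5'H (0.79) and also PAL (0.85) and C4H (0.39) among them. In the same libraries 9 of 12 carotenoid unigenes were lower. In edgeR’s quasi-likelihood test 3 of the flavonoid and 0 of the carotenoid unigenes had an unadjusted p below 0.05. Both splits moved with the libraries. Without Y+S2, 5 flavonoid unigenes were higher and 6 lower, and 6 carotenoid unigenes were higher and 6 lower. Over all 6 libraries these numbers were 5 and 6 for flavonoid, and 5 and 7 for carotenoid unigenes.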

Other observations

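The tests that leave out the most abundant unigenes, that leave out non-plant hits on the log2 scale and that remove a length trend within the groups, and the counts of other splits for DEGs and for unadjusted p-values were chosen after the results had been seen.

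Y1 and Y+S3 deviate from the other libraries of their group, and both are shifted from long to short unigenes. Against the mean of Y+S1 and Y+S2, the median log2 difference of Y+S3 was 0.07 for unigenes of up to 500 nt and -0.83 for those over 3000 nt. Against Y2 and Y3, that of Y1 was 0.15 and -0.31. Across unigenes the correlation of the difference with log2 length was -0.221 for Y1 and -0.185 for Y+S3, while it was -0.0305 between Y2 and Y3 and 0.103 between Y+S1 and Y+S2. The trend was then removed from each library against its group mean. On log2(FPKM + 0.5) the larger correlation of Y+S3 with another shaded library was 0.721 after that (0.725 before), against 0.894 for Y+S1 and Y+S2, and that of Y1 was 0.849 against 0.906 for Y2 and Y3. A length trend is thus argued against as the whole cause. Whether Y1 and Y+S3 share a deviation beyond it stays open. Their deviations from the others of their group had a correlation of 0.436, and 0.355 without the trend, but deviations within groups of 3 are tied to each other, and those of Y3 reached 0.409 with Y+S1 and 0.399 with Y+S2. The larger correlation of Y+S3 with another shaded library stayed below that of Y+S1 and Y+S2 when sets of unigenes were left out. It was 0.790 against 0.890 without the 10 most abundant unigenes and 0.849 against 0.945 without organelle or rRNA-like ones, so neither set carries the deviation by itself. Leaving out unigenes with a non-plant best hit moved no correlation of FPKM (0.842 with them and without them), which decides nothing. On log2(FPKM + 0.5) it raised the larger correlation of Y+S3 from 0.725 to 0.732, against 0.889 for Y+S1 and Y+S2, so these unigenes are argued against as the whole cause in Y+S3. In Y1 it moved nothing on either scale. On log2(FPKM + 0.5) the larger correlation of Y1 stayed at 0.851, against 0.901 for Y2 and Y3. These unigenes took 0.120% of the counts in Y1, no more than the 0.127% in Y2 and the 0.130% in Y3. For Y1 they are thus argued against as a cause, while RNA of an organism outside the list stays open. RNA quality, library preparation and differences between plants stay open, and no biological explanation was tested.

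Of the 10 splits of the 6 libraries into groups of 3, 4 gave as many unigenes with an unadjusted p below 0.05 as the real split, which gave 4782, and the largest number was 12959, for Y1, Y2 and Y+S3 against the rest. The same comparison for DEGs decides nothing, because the real split gave 0 and all 10 had to give as many. A p from fry as small as the real one came from 5 splits for the flavonoid, 4 for the carotenoid and 1 for the heat shock list. As 10 splits cannot give a share under 0.1, the number at an unadjusted p below 0.05 and the results of the 3 lists cannot be told apart from a grouping by chance in this way.

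The 4 unigenes of early light-induced proteins were all lower under shading (median log2 fold change -1.49 over the 4 and -1.78 over all 6 libraries, and below 0 under every scaling tried), and 2 of them are in Table S2. They took 0.168%, 0.105% and 0.105% of the counts in Y1, Y2 and Y3, and 0.0274%, 0.0364% and 0.0406% in Y+S1, Y+S2 and Y+S3, so that all 3 shaded libraries lay below all 3 sunlight libraries (10% by chance). Of the 30 unigenes of chlorophyll biosynthesis, 28 were tested and 22 were higher under shading (median 0.27, and 0.20 to 0.27 under the other scalings), but 0 are in Table S2. With all 6 libraries their median was 0.13, and 0.01 with median-ratio scaling of the FPKM. Their share of counts was 0.0867%, 0.138% and 0.144% in sunlight and 0.211%, 0.118% and 0.0536% under shading, ranges that overlap. Of the 460 organelle or rRNA-like unigenes, 229 were tested (median 0.10, and 0.15 over all 6 libraries) and 7 are in Table S2. Their share was 1.69%, 0.637% and 1.01% in sunlight and 1.29%, 2.86% and 2.13% under shading.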
